# Hematopoietic stem and progenitor cell proliferation and differentiation requires the trithorax protein Ash2l

**DOI:** 10.1038/s41598-019-44720-3

**Published:** 2019-06-04

**Authors:** Juliane Lüscher-Firzlaff, Nicolas Chatain, Chao-Chung Kuo, Till Braunschweig, Agnieszka Bochyńska, Andrea Ullius, Bernd Denecke, Ivan G. Costa, Steffen Koschmieder, Bernhard Lüscher

**Keywords:** Cell biology, Molecular biology

## Abstract

Post-translational modifications of core histones participate in controlling the expression of genes. Methylation of lysine 4 of histone H3 (H3K4), together with acetylation of H3K27, is closely associated with open chromatin and gene transcription. H3K4 methylation is catalyzed by KMT2 lysine methyltransferases that include the mixed-lineage leukemia 1–4 (MLL1-4) and SET1A and B enzymes. For efficient catalysis, all six require a core complex of four proteins, WDR5, RBBP5, ASH2L, and DPY30. We report that targeted disruption of *Ash2l* in the murine hematopoietic system results in the death of the mice due to a rapid loss of mature hematopoietic cells. However, lin^−^Sca1^+^Kit^+^ (LSK) cells, which are highly enriched in hematopoietic stem and multi-potent progenitor cells, accumulated in the bone marrow. The loss of Ash2l resulted in global reduction of H3K4 methylation and deregulated gene expression, including down-regulation of many mitosis-associated genes. As a consequence, LSK cells accumulated in the G2-phase of the cell cycle and were unable to proliferate and differentiate. In conclusion, Ash2l is essential for balanced gene expression and for hematopoietic stem and multi-potent progenitor cell physiology.

## Introduction

Cell identity is defined by differential gene expression^1,2^. This is achieved by the coordinated action of transcription factors and cofactors that control chromatin accessibility and the recruitment and activity of RNA polymerase complexes^3,4^. The smallest units of chromatin are nucleosomes, composed of core histones and DNA. Different enzymes can modify histones, thereby controlling protein-protein interactions, modulating access to DNA and regulating RNA polymerase loading and processivity^5,6^. A recent census suggests that more than 450 post-translational histone modifications exist^7^, one of them being methylation of lysine 4 of histone H3 (H3K4me). This modification is linked to open chromatin and in many situations with gene transcription. In particular, trimethylation (H3K4me3) and monomethylation (H3K4me1) are associated with promoters and enhancers, respectively, and thus have been suggested to possess important functions in controlling gene expression^8–10^.

Major contributors to methylation of H3K4 comprise the lysine-specific methyltransferases of the KMT2 family, consisting of MLL1 to 4 and SET1A and B (KMT2A-D, F and G, respectively). SET1A and B complexes preferentially trimethylate H3K4 at core promoters, whereas MLL3 and 4 predominantly mono- and dimethylate H3K4 in enhancer regions. MLL1 and 2 appear to be able to mono-, di- or trimethylate H3K4, depending on their recruitment to core promoters or enhancers^10,11^. Knockout (KO) studies of different KMT2 family members have demonstrated their importance for mouse development and tissue homeostasis^12–15^. Homozygous deletion of *Mll1* is embryonically lethal, whereas the *Mll1*^+/−^ heterozygotes show retarded growth and a number of additional abnormalities^12,16^. Mll1/KMT2A appears particularly relevant in hematopoietic stem and progenitor cells^17–20^, whereas Mll2/KMT2B is essential during early embryonic development^13^, and is required in oocytes and during spermatogenesis^21,22^. The molecular consequences are also distinct as e.g. different *Hox* genes are deregulated in *Mll1* and *Mll2* KO cells. Loss of Mll3/KMT2C and Mll4/KMT2D results in death around birth and day E9.5, respectively^14^. Set1A and B (KMT2F and G, respectively) are also essential, the former during gastrulation, while the *Set1B* KO embryos survive until day E11.5^15^. These findings suggest that each of the 6 KMT2 complexes is required for defined aspects of development and thus are at least in part functionally distinct.

For catalytic activity and for recruitment to chromatin KMT2 enzymes require the interaction with the WRAD complex, composed of WDR5, RBBP5, ASH2L, and two copies of DPY30^10,11,23^. Additional subunits are associated with distinct KMT2 complexes (aka COMPASS), further increasing diversity of these multi-protein cofactors^10,24^. WRAD components are essential as far as studied. Ash2l is required for early mouse development^25^ and for liver homeostasis^26^. Moreover, Dpy30 is essential during embryogenesis and critical for hematopoietic stem and progenitor cell differentiation^27–29^. In these studies, the heterozygous animals revealed no phenotype, suggesting that neither Ash2l nor Dpy30 is haploinsufficient. In summary, KMT2 complexes exert critical functions in mouse development and in organ homeostasis^11,23,30^.

Epigenetic modifications of DNA and core histones play prominent roles in the development of hematopoietic malignancies, such as myeloid leukemia and aggressive lymphomas, and the corresponding writers, readers and erasers are considered as drug targets^30–32^. The association of KMT2 complexes with cancer has been well documented and is particularly evident for *MLL1* as translocations of this gene are associated with acute leukemias^33^. Other KMT2 methyltransferases have been linked to other malignancies (see e.g.^34–37^). An involvement of ASH2L in tumorigenesis has also been suggested. We have identified ASH2L as an 86 kDa interaction partner of the oncoprotein c-MYC^38^. Subsequently, ASH2L was found to cooperate with Ha-RAS in the transformation of rat embryo fibroblasts^39^. MYC is deregulated in the majority of hematopoietic malignancies^40^, and, together with ASH2L and other cofactors such as CBP/p300, regulates chromatin and gene transcription^41–43^. Furthermore, ASH2L interacts with MLK1 (megakaryocytic leukemia-1), a transcription factor originally identified in acute megakaryocytic leukemia and subsequently shown to affect megakaryocytic, monocytic, and granulocytic differentiation and function^44–46^. Moreover, low expression of ASH2L has been correlated with increased survival of patients with acute myeloid leukemia^47^. Beyond hematopoiesis, ASH2L is overexpressed in the majority of human tumors and its knockdown interferes with H3K4 methylation and tumor cell proliferation^39,48–50^. Together, these data suggest an important role of ASH2L for the differentiation and proliferation of hematopoietic cells both under physiologic conditions as well as during malignant transformation.

To understand the function of Ash2l in the hematopoietic system in more detail, we generated conditional *Ash2l* KO mice using the Mx1-Cre/loxP system. The loss of Ash2l protein expression in the hematopoietic system led to a differentiation block of early hematopoietic progenitor cells. This block was associated with a late cell cycle arrest. Consistent with this phenotype, genes encoding factors associated with G2/M-phase progression were down-regulated upon loss of Ash2l. The consequence of this differentiation block is severe pancytopenia with subsequent death of the animals.

## Results

### Mx1-Cre-dependent knockout of *Ash2l* is lethal and prevents differentiation of hematopoietic cells

We generated mice with alleles of *Ash2l* harboring a floxed exon 4 and an Mx1-Cre transgene whose expression was stimulated by the intraperitoneal injection of the synthetic RNA analog polyinosinic-polycytidylic acid (pIC) (Fig. 1a)^51^. *Ash2l*^fl/fl^: *Mx1-Cre* animals were affected starting at day 8 upon pIC treatment and had to be sacrificed subsequently (Fig. 1b). In the following experiments, we analyzed animals and cells at day 10. Activation of Cre led to efficient recombination of the floxed sequences (Fig. 1c). Histological examination of the bone marrow (BM) in the sternum by hematoxylin&eosin (H&E) staining revealed a reduced cellularity in the *Ash2l* KO mice (Fig. 1d). The BM was populated less than half in *Ash2l* KO vs. control mice (Fig. 1e). We observed that all lineages of blood-forming cells were affected with the appearance of dysmorphic megakaryocytes, showing lobulated nuclei and reduced amounts of cytoplasm (Fig. 1d, circles). In granulopoesis, a higher number of ring-like myelocytes (band granulocytes) and metamyelocytes was visible (Fig. 1d, arrow head). This is consistent with the larger size of chloroacetate esterase stained cells in the *Ash2l* KO compared to control animals (Fig. 1f). We did not observe any obvious morphological differences for erythropoesis (Fig. 1d). In addition, the sternal sections of KO animals revealed widened sinuses (Fig. 1d, asterisks) and an altered number and morphology of osteoblasts. In control animals, these were spindle shaped, while in the *Ash2l* KO mice osteoblasts were heterogenous and often showed an enlarged and activated morphology (Fig. 1g, arrow heads). These cells stained positive for Ash2l. The number of osteoblasts lining the trabecular bones was increased significantly in the *Ash2l* KO vs control animals (Fig. 1h). The reduced cellularity in the BM was consistent with a roughly 4-fold decrease in total BM cells flushed from tibia and femur from *Ash2l* KO mice compared to controls (Fig. 1i; BM refers to the cells flushed from 2 tibias and 2 femurs/mouse). We also observed a decrease of hematopoietic cells isolated from spleen when KO animals were compared to control mice (Fig. 1i).

**Figure 1:**
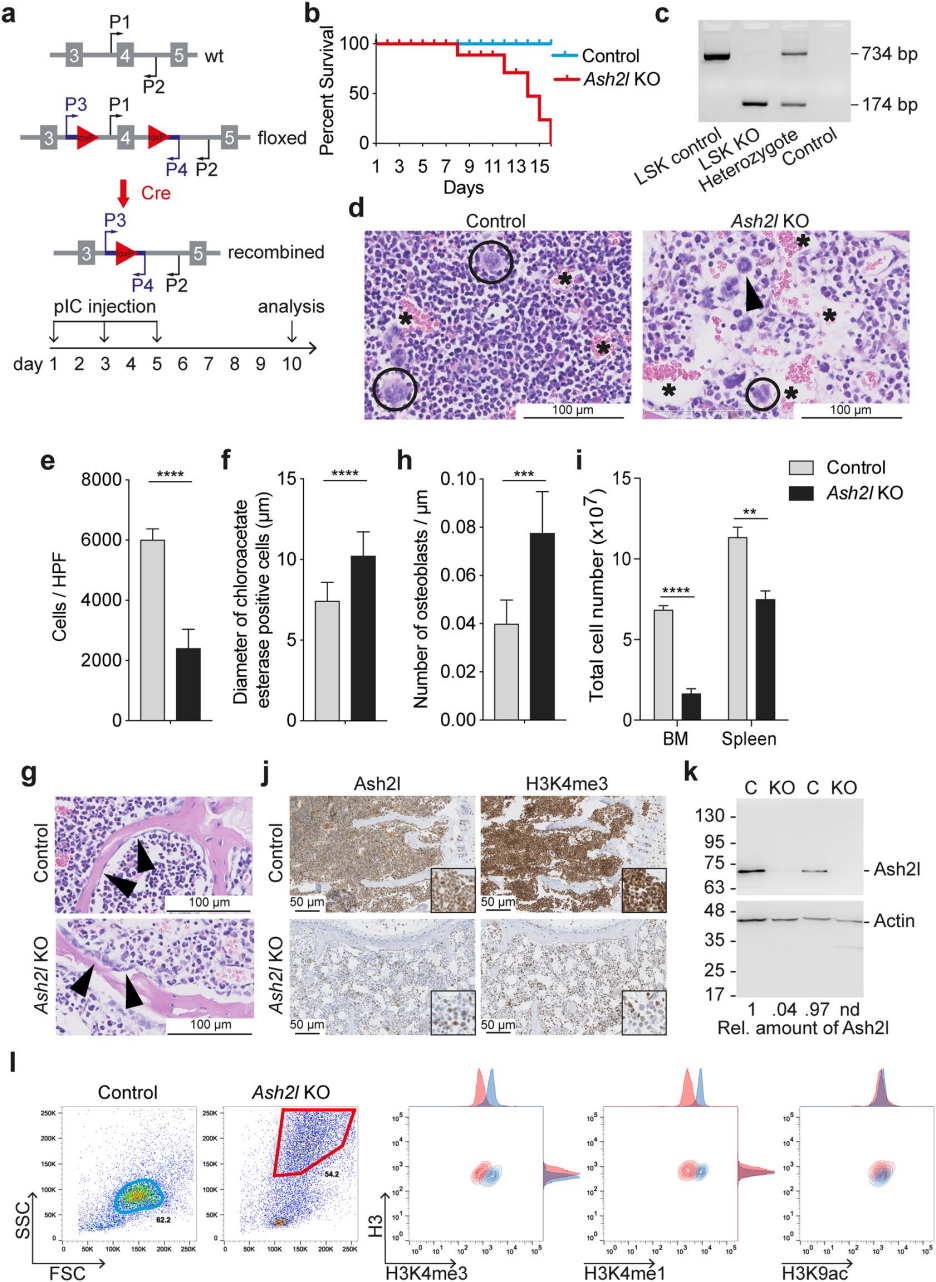
Ash2l is essential and its loss interferes with histone H3 lysine 4 methylation. (**a**) Scheme of the wild type (wt) and floxed exon 4, and the recombined *Ash2l* locus. The primers used to analyze the different alleles are indicated. Drawing not to scale. The experimental design is shown at the bottom. (**b**) Effect of pIC treatment on *Ash2l* KO (n = 8) and control (n = 2) mice. Kaplan-Meier plot from the experimental endpoint. (**c**) PCR analysis of LSK DNA (mice treated for 10 d) using primers P3/P4 (panel a). LSK control, pool of six wt animals; LSK KO, pool of six *Ash2l*^fl/fl^: *Mx1-Cre* KO animals; heterozygote, tail DNA of an *Ash2l*^wt/fl^: *CAG-CreER*^+^ animal; control, no template. Floxed and recombined *Ash2l* alleles with 734 and 174 bp, respectively. (**d**) Sections of fixed sterna from control and *Ash2l* KO animals stained with H&E. Circles, megakaryocytes; Arrow head, granulocyte; *sinuses. (**e**) Total number of cells determined from 24 control and 40 KO HPF sternal sections of 4 animals each. (**f**) Diameters were measured of 100 chloroacetate esterase positive cells in sternal sections of 2 control and 2 KO animals. (**g**) H&E stainings of sternal sections containing areas of trabecular bone are displayed. Arrow heads indicate osteoblasts. (**h**) The length of the lining of enclosed fields of BM was measured and the number of osteoblasts determined (six areas from two animals each). (**i**) Total number of cells recovered from BM (2 tibias and 2 femurs/mouse) and from spleen (n = 3 each). (**j**) Serial tissue sections from fixed sterna stained with anti-Ash2l or anti-H3K4me3 antibodies as indicated. (**k**) Western blot analysis of proteins of BM cell lysates (from control (C) and *Ash2l* KO mice). Upper and lower halfs of the blot was probed for Ash2l and actin, respectively. (**l**) Flow cytometry analysis of fixed BM cells double-stained for histone H3 and H3K4me3, H3K4me1 or H3K9ac as indicated. Forward and side scatter plots (FSC and SSC, respectively) define the main population of control (blue gate) and *Ash2l* KO cells (red gate). These were assessed for histone H3 and the indicated histone marks. (****p < 0.0001; ***p < 0.001; **p < 0.01).

While essentially all cells in the BM of control animals were positive for Ash2l and for H3K4me3, roughly half of the cells were negative for these markers in *Ash2l* KO mice (Fig. 1j). This was particularly true for hematopoietic cells, whereas mesenchymal cells were Ash2l positive (overall 43.7 ± 6.1% Ash2l positive cells in *Ash2l* KO sternal sections). The decrease of Ash2l staining was consistent with a strong decrease of Ash2l protein of lysates of total BM-derived cells (Fig. 1k). Moreover, using intracellular flow cytometry, H3K4me3 and H3K4me1 were reduced in BM-derived cells, while H3K9ac was unchanged (Fig. 1l). Thus, the loss of Ash2l interfered with H3K4 methylation and correlated with reduced cell numbers in the BM.

The findings described above suggested severe defects in the hematopoietic system in response to the loss of Ash2l. We also noticed that the limbs of the pIC treated *Ash2l*^fl/fl^: *Mx1-Cre* animals were pale, indicative of a reduced number of erythrocytes and/or hemoglobin in the blood. Indeed, erythrocytes (RBCs), consistent with a reduced hematocrit and a decreased concentration of hemoglobin, as well as white blood cells (WBC) and platelets were decreased in peripheral blood (Fig. 2a). When the WBC were further itemized, we measured a percentage increase in lymphocytes and decrease in granulocytes, while little change for monocytes (Fig. 2b). This shift might reflect the lifetime differences of the various subpopulations of cells in the peripheral blood. The mean corpuscular volume of erythrocytes was reduced, while the corpuscular amount and concentration of hemoglobin were slightly affected (Fig. 2c). The rather small effect on RBCs is consistent with their half-life of between 22 and 42 days^52–55^. In addition to the peripheral blood, we isolated the cells from BM and spleen and quantified the different populations using surface markers. Most subpopulations in the BM were reduced (Fig. 2d). This was particularly obvious for short-lived granulocytes (Gr1^+^) and granulocytes/monocytes (CD11b^+^), while more long-lived T and B cells (e.g. CD8 and B220, respectively) were less affected. The same tendency was observed in the spleen (Fig. 2e). Thus, Ash2l loss blocked hematopoietic cell proliferation and/or differentiation resulting in the death of the animals.

**Figure 2:**
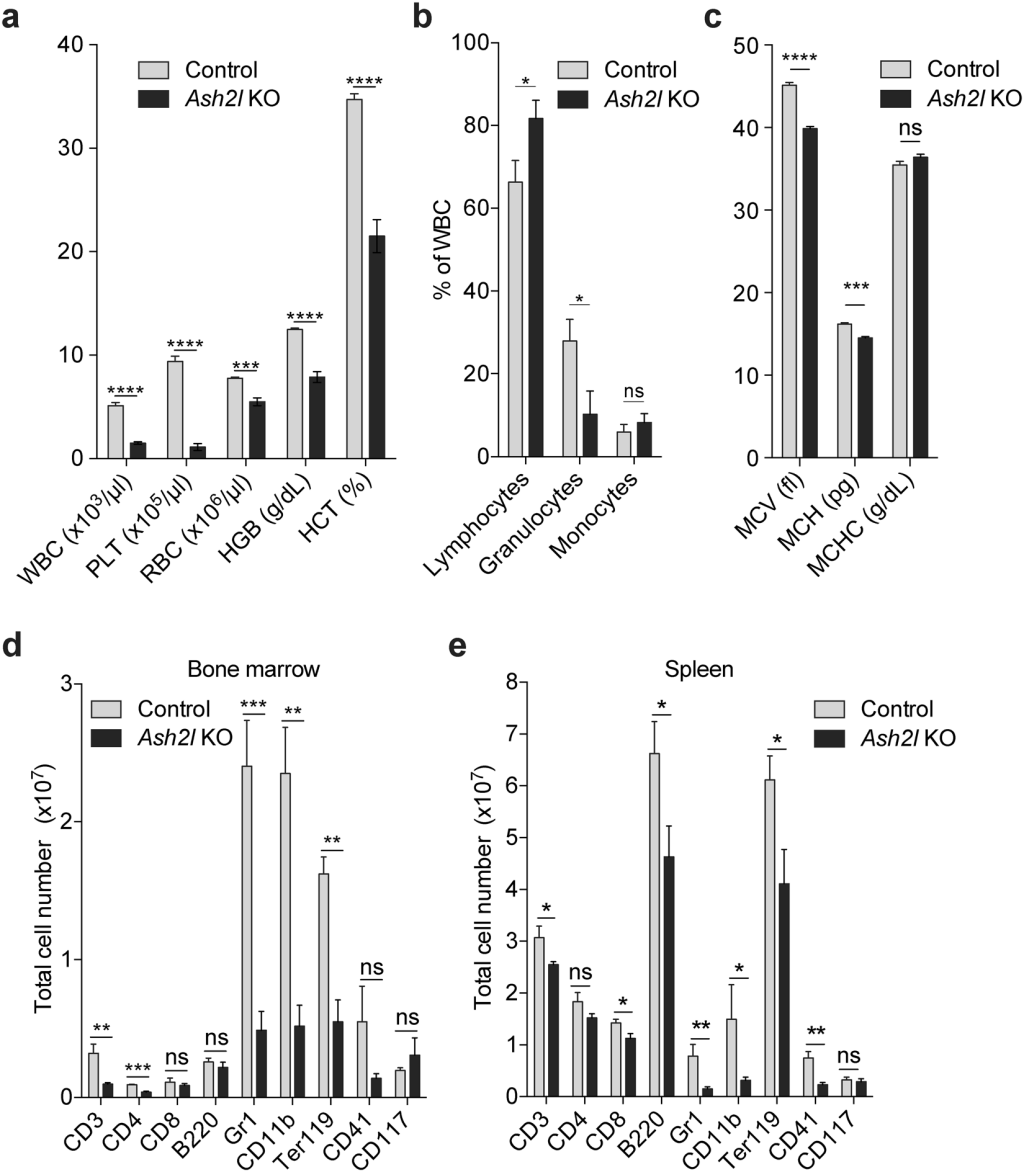
The conditional knockout of *Ash2l* interferes with adult hematopoiesis. (**a**) Whole blood from control (n = 49) and *Ash2l*^fl/fl^: *Mx1-Cre* KO (n = 35) mice was analyzed. WBC, white blood cells; PLT, platelets; RBC, erythrocytes; HGB, hemoglobin; HCT, hematocrit. (**b**) Blood count of lymphocytes, granulocytes, and monocytes from control (n = 7) and *Ash2l* KO (n = 6) mice. (**c**) Erythrocyte parameters from control and KO mice as in (panel a). MCV, mean corpuscular volume; MCH, mean corpuscular hemoglobin; MCHC, mean corpuscular hemoglobin concentration. (**d**) Flow cytometry analysis of BM cells from control (n = 3) and KO (n = 5) mice. Cells were labeled with lineage specific antibodies as indicated: CD3, T cells; CD4, helper T cells; CD8, cytotoxic T cells; B220, B cells; Gr1, granulocytes; CD11b, granulocytes/monocytes; Ter119, erythrocytes; CD41, megakaryocytes/platelets and myelo-erythoid progenitors; CD117, c-Kit positive cells. (**e**) Flow cytometry analysis of spleen cells from control (n = 3) and pIC treated KO (n = 5) mice as in (panel d). (****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ns, not significant).

### Lin^−^Sca-1^+^Kit^+^ stem and precursor cells increase upon Ash2l loss

*Ash2l* KO BM cells were larger and displayed a higher degree of granularity than control cells (Figs 1l and 3a). A more detailed analysis revealed a strong increase in the total number of lineage negative LSK cells (lin^−^Sca-1^+^Kit^+^), which contain hematopoietic stem and multi-potent progenitor cells (HSCs and MPPs, respectively) (Fig. 3a,b). Because we expected broad effects on gene expression in response to a loss of Ash2l, genes of relevant markers used for the classification of BM cells (as shown in Fig. 3) were analyzed (see Table S1, deposited data GSE114433). Of note, the expression of *Sca-1* in LSK cells was increased 2.5-fold, whereas the genes of other markers, including CD16, CD32, CD34, CD117, and CD150, varied below 1.5-fold. Thus, the effects on the distribution of LSK and MP cells are most likely very limited. 

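Cd34, a gene of the gating markers, had a log2 signal of 15.29 ± 0.13 (SD, n = 3) in KO and 14.45 ± 0.76 (SD, n = 3) in control LSK cells, which is 1.79-fold higher (log2 fold change 0.84, standard error 0.35). The Fc receptor genes Fcgr3 (CD16) and Fcgr2b (CD32) were each 1.51-fold higher in the KO cells, with log2 fold changes of 0.60 and standard errors of 0.42 and 0.35. Slamf1, which encodes CD150, was 1.34-fold higher (log2 fold change 0.42, standard error 0.52), and Kit (CD117) differed by 1.02-fold. Cd48 had a log2 fold change of -0.30 (standard error 0.22). None of these 6 genes separated the KO from the control arrays without overlap, and their adjusted p from limma ranged from 0.458 for Cd34 to 0.984 for Kit. The gene of Sca-1 was not analysed here. The 16 measured genes of the flow cytometry markers had a median log2 fold change of 0.59 and an adjusted p of 0.00165 in camera, limma's test of gene lists (adjusted p = 0.481 with an estimated correlation), and of 0.104 without KO replicate 2. In control replicate 3 Cd34 was at 15.32, within the range of the KO arrays, and without that array the log2 fold changes were 1.28 for Cd34 (adjusted p = 0.00937) and 1.05 for Slamf1, which was at -0.04 without control replicate 1.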

In LSK cells purified by fluorescence-activated cell sorting (FACS), an almost complete loss of Ash2l was observed (Fig. 3c), supporting the BM analysis (Fig. 1). Three LSK subpopulations increased, i.e. long-term (LT; lin^−^Sca-1^+^cKit^+^CD48^−^CD150^+^) repopulating HSCs as well as MPP1 (lin^−^Sca-1^+^cKit^+^CD48^+^CD150^+^) and MPP2 (lin^−^Sca-1^+^cKit^+^CD48^+^CD150^−^) cells, while the short-term (ST; lin^−^Sca-1^+^cKit^+^CD48^−^CD150^−^) repopulating HSCs showed a trend towards increased cell numbers (Fig. 3a,d)^56,57^. This was most prominent for MPPs when comparing absolute numbers (Fig. 3d). However, the relative contribution of LT- and ST-HSCs to the LSK population was reduced in *Ash2l* KO animals (Fig. 3e). This increase in LSK cells, and in particular the more differentiated MPPs, suggested that the hematopoietic system responded to the reduction of mature cells by promoting early proliferation and differentiation of stem and progenitor cells^58,59^. However, the more differentiated myeloid progenitors (MP; lin^−^Sca-1^−^cKit^+^) were almost completely lost in the BM (Fig. 3a,f). The total cell number of common myeloid, granulocyte/macrophage, and megakaryocyte erythroid progenitors (CMPs, GMPs, and MEPs, respectively) was strongly reduced in *Ash2L* KO mice, while the relative proportion remained similar (Fig. 3g,h). The exception was CMPs, which were significantly reduced, likely reflecting that these cells differentiated into GMPs and MEPs, but further development was stopped. These findings suggest that LSKs, in particular MPPs, accumulate but cannot replenish the MP subpopulations in the absence of Ash2l.

**Figure 3:**
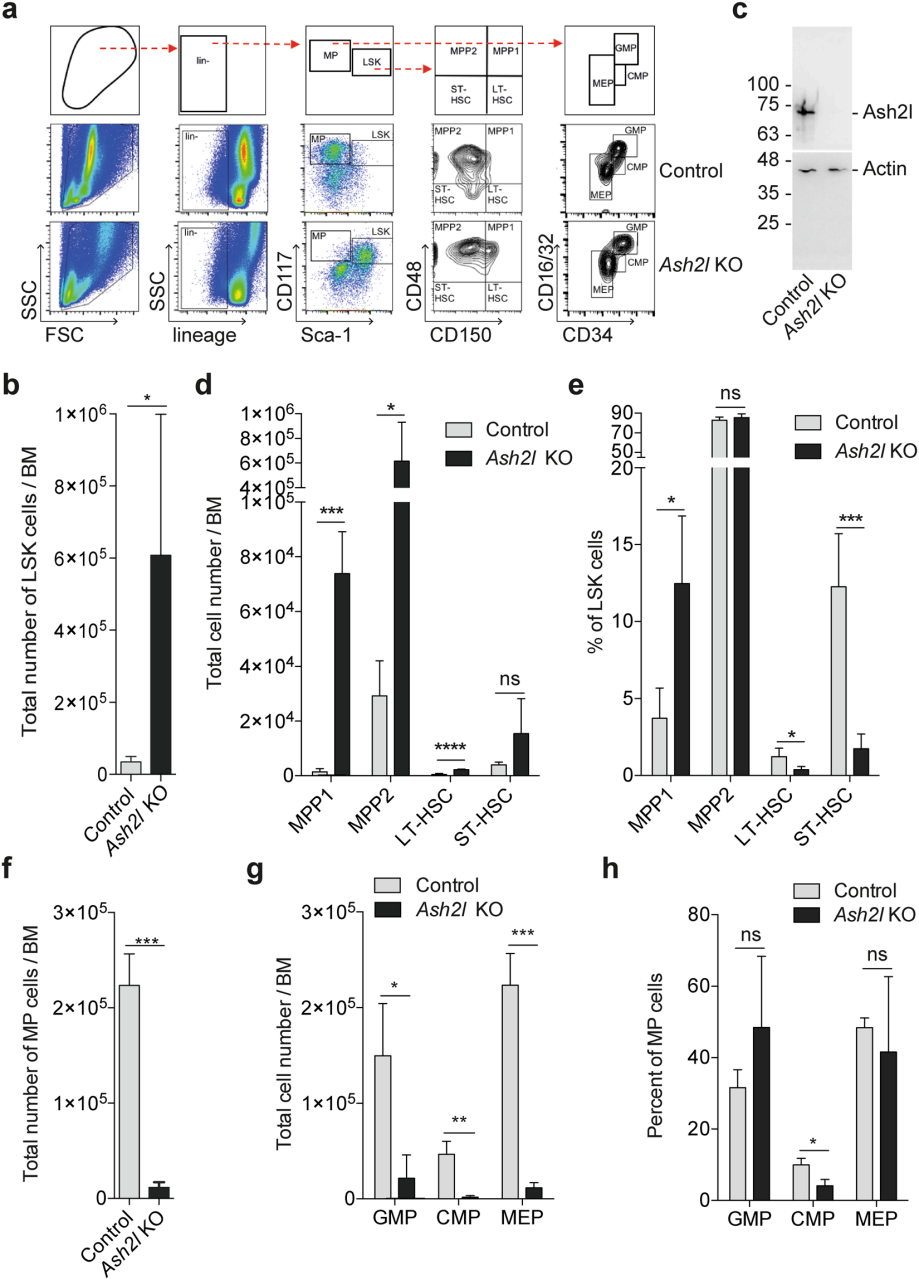
Accumulation of LSK cells upon the loss of Ash2l. (**a**) Scheme of the gating strategy (top row) and one representative example of BM cells from a control and an *Ash2l* KO mouse. (**b**) Number of LSK cells per BM from control (n = 3) and KO (n = 6) mice. (**c**) Western blot of 1.5 × 10^5^ LSK cells from a control and a KO mouse. (**d**,**e**) Number and percentage of different LSK cell sub-populations per BM from control (n = 3) and KO (n = 5) mice. (**f**) Number of myeloid progenitors (MP) per BM from control and KO mice (n = 3 each). (**g**,**h**) Number and percentage of different MP cell sub-populations per BM (n = 3 each). GMP, granulocyte macrophage progenitors; CMP, common myeloid progenitors; MEP, megakaryocyte erythroid progenitors. (****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05; ns, not significant).

### Genes associated with mitosis are downregulated in *Ash2l* KO LSK cells

The *in vivo* analysis of hematopoietic cells in response to the loss of Ash2l suggested strong effects on genes associated with proliferation and differentiation. Deregulated gene expression is expected considering the known function of Ash2l in KMT2 methyltransferase complexes and with the observed reduction of H3K4 methylation in *Ash2l* KO BM and LSK cells (Figs 1 and 3). Therefore, we analyzed RNA isolated from FACS-sorted LSK cells of control and *Ash2l* KO animals on microarrays. This revealed 470 down- and 596 up-regulated genes by >2-fold and a p-value < 0.01 in three independent experiments (Fig. 4a). 

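Total RNA of sorted LSK cells (lin-, Sca-1+, Kit+) was hybridized to 6 MTA-1.0 arrays, which carry probe sets for coding and noncoding mouse transcripts. The 3 Ash2l KO samples came from mice with floxed exon 4 and the interferon-inducible Mx1-Cre transgene, and the 3 control samples from floxed mice without Cre. All mice had received 3 injections, and marrow was taken on day 10. The injected compound is pIC in the paper and poly(dIdC) in the sample labels. Each array received 40 ng of RNA as labeled cDNA. The authors normalized the arrays together with SST-RMA, a probe-level GC and signal-space correction followed by RMA, and deposited 1 log2 signal for each of 65956 probe sets per array. The median log2 signal lay between 6.02 and 6.09 in every array. No filter was applied before the KO and control arrays were compared with limma (R), with equal weights and no block. An annotation of the array named 31285 probe sets with 1 gene each, which covers 30730 genes; 1465 probe sets with several genes and 33206 without one were tested but not named. The number of arrays limits the precision. The paper speaks of independent experiments and the labels of biological replicates, and neither ties an array to single animals.
The KO arrays resembled each other (Pearson's r across probe sets of 0.992 to 0.994), and the probe sets are not independent replicates. Control replicates 1 and 2 correlated at 0.989, whereas control replicate 3 correlated with them at 0.984 and 0.980 and with KO replicate 2 at 0.989. The median SD of a probe set was 0.153 among the KO arrays and 0.190 among the 3 controls. Among control replicates 1 and 2 it was 0.134, but a median SD of 2 arrays runs lower than one of 3. Between pairs of arrays, the median absolute difference was 0.16 to 0.18 among the KO arrays and 0.19 for control replicates 1 and 2. Control replicate 3 differed from these 2 controls by 0.22 and 0.23.

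**Figure D1:**
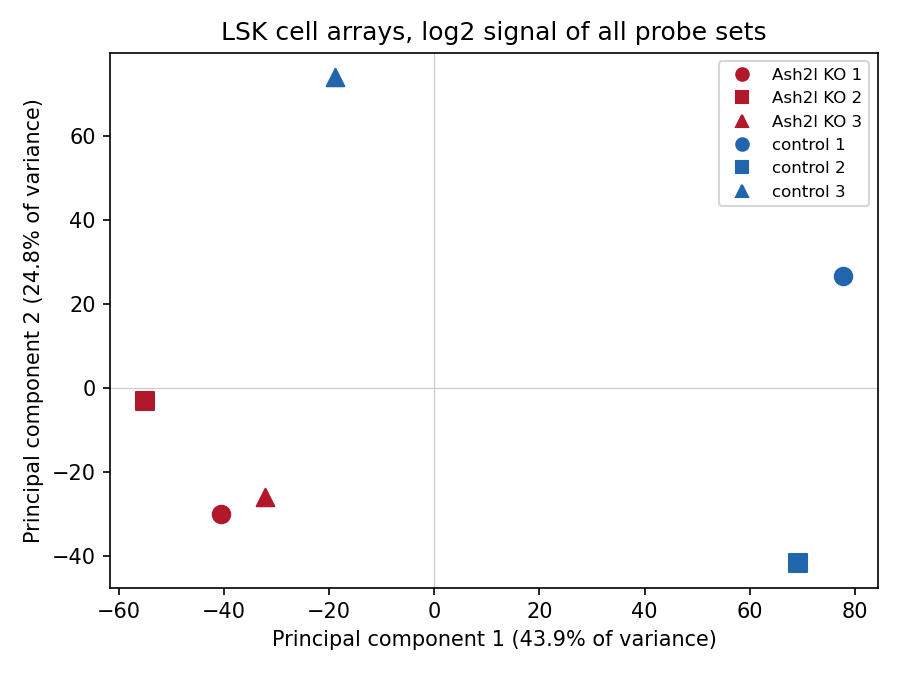
Principal components of the log2 signals of all probe sets, 1 point per array, with the KO arrays in red and the controls in blue. On component 1 (43.9% of the variance) the KO arrays lie between -55.0 and -32.3, control replicates 1 and 2 at 77.7 and 69.2, and control replicate 3 at -19.0.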

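The 12 largest increases in KO LSK cells included 4 genes of mature granulocytes, Stfa1, Chil3, Mrgpra2a and Clec4d, and genes of lymphoid progenitors, eosinophil granules and mitosis were among the 12 largest decreases. Stfa1, which encodes a stefin, had a log2 fold change of 7.74 (standard error 1.07), its neighbours in the stefin family Cstdc6 and Csta3 of 5.49 and 4.98. The Mas-related receptor genes Mrgpra2a, Mrgpra9, Mrgpra2b and Mrgpra1 followed with 5.83, 4.66, 4.37 and 4.31. These families hold close copies, to which probe sets may hybridize together. Without control replicate 3 Stfa1, Mrgpra2a, Mrgpra9, Mrgpra1, Mrgpra2b, Clec4d and Mrgprx3-ps were at 8.66, 7.34, 5.91, 5.44, 5.28, 4.94 and 4.27, and without KO replicate 3 Stfa1, Cstdc6 and Csta3 were at 8.77, 6.45 and 5.96. Values nearer to 0 were 4.73 for Mrgpra2a and 2.84 for Clec4d without control replicate 1, 3.93 for Mrgpra9, 3.69 for Mrgpra1 and -1.35 for Cox6a2 without control replicate 2, and 2.94 for Olfr1062 without KO replicate 2. The C-type lectin gene Clec4d had a log2 fold change of 3.63, Olfr1062 of 3.61 and Mrgprx3-ps of 3.56, and Chil3 and Mgam were also among the 12 largest increases. In the controls Olfr1062 stood at the 2.6th and Mrgprx3-ps at the 29.5th percentile of probe sets, low signals that leave the size of their increases uncertain. Of the 12 largest decreases, Dntt and Prg2 led. The mucin gene Muc13 followed with -2.48 (standard error 0.20), then Plk1, Zfp36 (-2.10), Rnase6 (-2.01), Cox6a2 (-1.97) and Cd99 (-1.94). Orc2, a subunit of the origin recognition complex, had a log2 fold change of -1.86, Kif15 of -1.82, Tcf7l2 of -1.78 and Kif11 of -1.71. All 24 genes were taken at an unadjusted p under 0.01 from limma, with no overlap between the groups.
At over 2-fold and an unadjusted p under 0.01, 259 probe sets were lower and 392 higher in the KO cells, of which 153 and 168 name a gene. No probe set passed an adjusted p under 0.05 from limma, the smallest adjusted p being 0.0528; at an unadjusted p under 0.05 there were 3827 lower and 3355 higher probe sets, where chance gives 3298 in all, and the methods' t-test also left 0 after adjustment. The KO arrays lay wholly below the controls for 6034 probe sets and wholly above for 4056, together 15.3% of all where chance gives 10%. Without control replicate 3 the counts at over 2-fold were 859 lower and 1226 higher, with 914 and 1418 past adjusted p under 0.05; they were 169 lower without KO replicate 1, 165 lower and 189 higher without KO replicate 2, and 201 higher without control replicate 1.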

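The probe set of Ash2l, which reads the gene as a whole, had a log2 signal of 9.64 ± 0.01 (SD, n = 3) in KO and 10.52 ± 0.27 (SD, n = 3) in control LSK cells. The single KO arrays read 9.65, 9.63 and 9.65, and control replicates 1, 2 and 3 read 10.76, 10.57 and 10.23. Ash2l was thus 1.84-fold lower in the KO cells (log2 fold change -0.88, standard error 0.15, adjusted p = 0.198 from limma), and every KO array lay below every control. The KO allele lacks exon 4, and a gene-level value also holds signal of the remaining exons. Values of single exons were not analysed here.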

For control the *Ash2l* RNA with deleted exon 4 was measured and found to be down-regulated more than 100-fold in the knockout compared to control cells (Fig. 4a). 

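Dntt, the terminal transferase of lymphoid progenitors, was 55.7-fold lower in KO LSK cells on the arrays, with a log2 fold change of -5.80 (standard error 0.64). Prg2, which encodes the eosinophil major basic protein, was 23.0-fold lower (log2 fold change -4.52, standard error 0.49). Car1, a carbonic anhydrase of erythroid progenitors, had a log2 fold change of -3.66 (standard error 1.29), the transcription factor gene Irf8 of -1.77 (0.62) and Myc of -0.42 (0.12). Chil3 was 81.8-fold higher (log2 fold change 6.35, standard error 0.82) and Mgam, a maltase-glucoamylase, 16.1-fold higher (4.01, standard error 0.51). Cdh17 had a log2 fold change of 2.38 (standard error 0.54) and Serpina3f of 3.62 (standard error 1.30). For each of these 9 genes all KO arrays lay on 1 side of all controls, with adjusted p from limma between 0.151 and 0.396. S100a9 (log2 fold change 3.84, standard error 1.95) and Cited2 (1.68, standard error 0.64) overlapped between the groups. Gusb, the reference gene of the RT-qPCR, had a log2 fold change of 0.35 (adjusted p = 0.507). Control replicate 3 read 8.10 for S100a9, below all other arrays, and 12.95 for Serpina3f, where control replicates 1 and 2 both read 7.89; without it the log2 fold changes were 1.50 for S100a9, 5.30 for Serpina3f, 2.47 for Cited2, 3.04 for Cdh17, -2.43 for Irf8 and -6.59 for Dntt. Other arrays moved values as well: Irf8 was at -1.05 without control replicate 2, Car1 at -2.54 without KO replicate 2 or control replicate 2, at -4.57 without KO replicate 3 and at -4.56 without control replicate 1, Chil3 at 5.64 without KO replicate 1 and 7.26 without KO replicate 3, Serpina3f at 2.77 without control replicate 1 or 2, and S100a9 at 5.74 without control replicate 1.

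**Figure D2:**
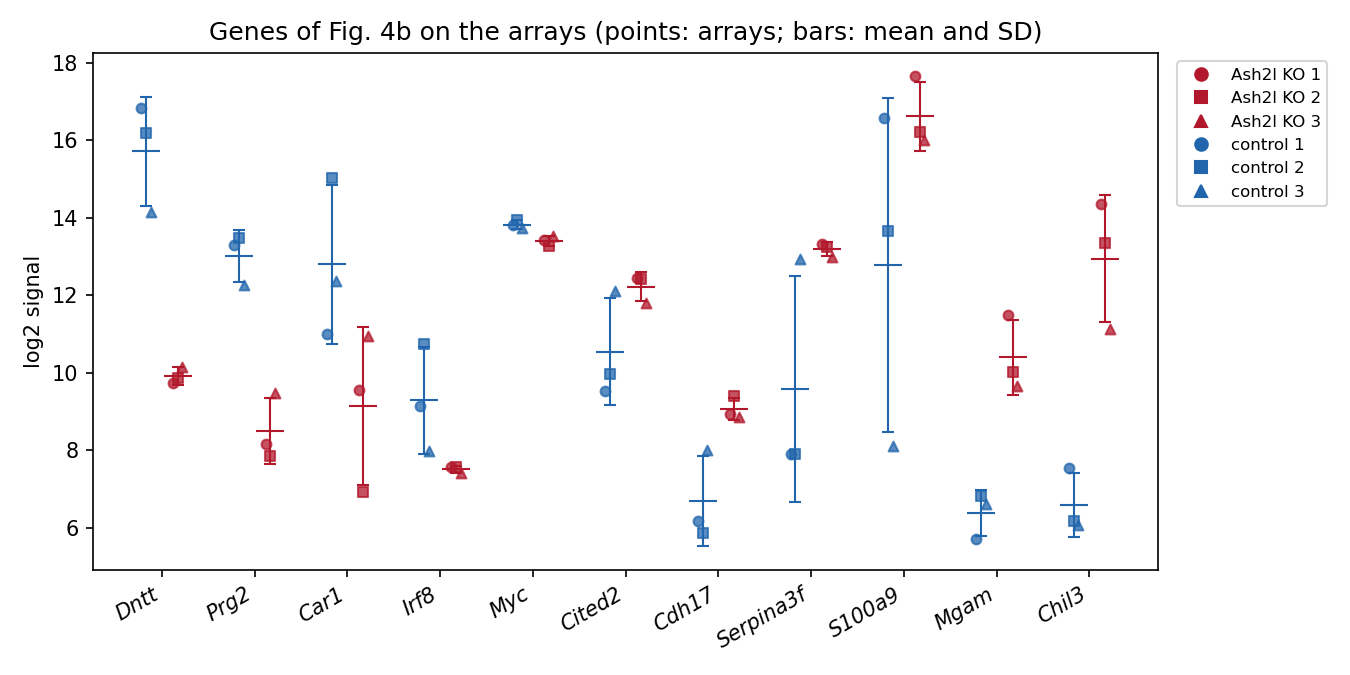
Log2 signal on the arrays of 11 genes of Fig. 4b, with control in blue and KO in red; points are arrays and bars the mean and SD of 3 arrays. Dntt lies at 9.73 to 10.16 in the KO arrays and at 14.14 to 16.83 in the controls.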

The changes in expression of the deregulated genes was considerable and verified by RT-qPCR for selected genes (Fig. 4b). Again, the loss of exon 4 containing *Ash2l* RNA was more than 50-fold, supporting the array data and indicating that the knockout was efficient (Fig. 4a,b). Of note is that the verified genes showed C_T_ values of smaller than 30, except for Cdh17 with a C_T_ value of 32 in control cells, in the RT-qPCR analysis (Fig. 4b). Thus, the expression of all verified genes was easily measured. This is particularly relevant for the up-regulated genes, indicating that their enhanced expression was not an artifact of very low expression in the controls. 

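Among all probe sets of the control arrays, S100a9 stood at the 94.8th percentile, Cited2 at the 89.1st and Serpina3f at the 84.6th, although control replicate 3 differed widely for S100a9 and Serpina3f. Cdh17 stood at the 59.0th percentile with a log2 signal of 6.68 ± 1.16 (SD, n = 3), Chil3 at the 57.9th and Mgam at the 55.0th with 6.39 ± 0.60 (SD, n = 3). The median of the probe set means was 6.07. Array signals of different probe sets are not levels of RNA on a common scale, so that these percentiles do not rank the genes by expression. In the KO cells Chil3 reached 12.95 ± 1.65 (SD, n = 3), Mgam 10.40 ± 0.97 (SD, n = 3) and Cdh17 9.06 ± 0.28 (SD, n = 3), each outside the range of the controls.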

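Most of the measured genes of mitosis passed as lower in KO LSK cells when adjusted over their lists alone, and none did over all probe sets. Of 67 measured kinetochore and spindle genes, 59 were lower at an adjusted p under 0.05 adjusted over the list alone and none was higher, with a median log2 fold change of -0.91 and 66 members below 0. Among them Kif15 and Kif11, motors of the bipolar spindle, were joined by Ect2, a regulator of cytokinesis (-1.69, standard error 0.43), and Knl1, a scaffold of the kinetochore (-1.65, standard error 0.43). Of 37 G2/M regulators and mitotic kinases, 30 were lower adjusted over the list alone and none higher, with a median of -0.90. Adjusted over all probe sets, limma passed 0 members of either list, with 60 kinetochore and spindle genes and 31 G2/M genes lower at an unadjusted p under 0.05. At over 2-fold and an unadjusted p under 0.01, 18 kinetochore and spindle genes and 7 G2/M genes were lower, more than among all 30730 genes (Fisher's exact test, one-sided, adjusted p = 3.07e-25 and 7.13e-09). Fisher's test takes genes as independent, but the correlation between members was estimated at 0.721 and 0.689, so its p-values do not measure replication over arrays. Camera gave an adjusted p of 1.81e-26 and 1.55e-18 for the 2 lists, and both calls were lost when the correlation between genes was estimated (adjusted p = 0.481 for each). In control replicate 3 the kinetochore and spindle genes were at a median log2 difference of -0.72 from the other controls and the G2/M genes at -0.62, and without that array 28 and 16 members were lower adjusted over all probe sets. Leaving out the control nearest the KO arrays enlarges such changes. With control replicate 1 or 2 left out instead, no probe set passed (smallest adjusted p of 0.170 and 0.0600 from limma). The lists were written before the data were examined but with the paper known, and stand in for the GO terms of Fig. 4c. The paper drew those terms from these same arrays, so that the lists of mitosis are no independent test of its result.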

Gene ontology (GO) analysis (p-value < 0.05) of down-regulated genes revealed a very strong association with processes late in the cell cycle, i.e. in particular with G2/M-phase progression (Fig. 4c and Table S4)^60^. For example, the genes encoding the key G2/M-phase transition kinases PLK1 (polo-like kinase 1), Aurora A kinase, and CDK1 (Cyclin-dependent kinase 1) were down-regulated (see Table S1 for online access to the array data). 

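Plk1, the kinase that drives entry into mitosis, had a log2 signal of 8.46 ± 0.23 (SD, n = 3) in KO and 10.89 ± 1.43 (SD, n = 3) in control LSK cells, which is 5.38-fold lower (log2 fold change -2.43, standard error 0.65, adjusted p = 0.296 from limma). Aurka, which encodes Aurora A, was 2.54-fold lower (log2 fold change -1.35, standard error 0.36, adjusted p = 0.294). Cdk1 was 2.29-fold lower (log2 fold change -1.19, standard error 0.37, adjusted p = 0.347). For all 3 genes every KO array lay below every control. Ube2c, an E2 enzyme of the anaphase-promoting complex, had a log2 fold change of -1.78 (standard error 0.54), the histone H3 kinase gene Haspin of -1.52 (standard error 0.29) and Pbk of -1.48 (standard error 0.42). Control replicate 3 had the lowest Plk1 of the controls, at 9.41, and without it the log2 fold change of Plk1 was -3.17 (adjusted p = 0.0135; -1.74 without control replicate 1), that of Aurka -1.58 (adjusted p = 0.0803) and that of Cdk1 -1.48 (adjusted p = 0.0849). That array was also the lowest control for Aurka and Cdk1, so leaving it out had to enlarge all of these changes.

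**Figure D3:**
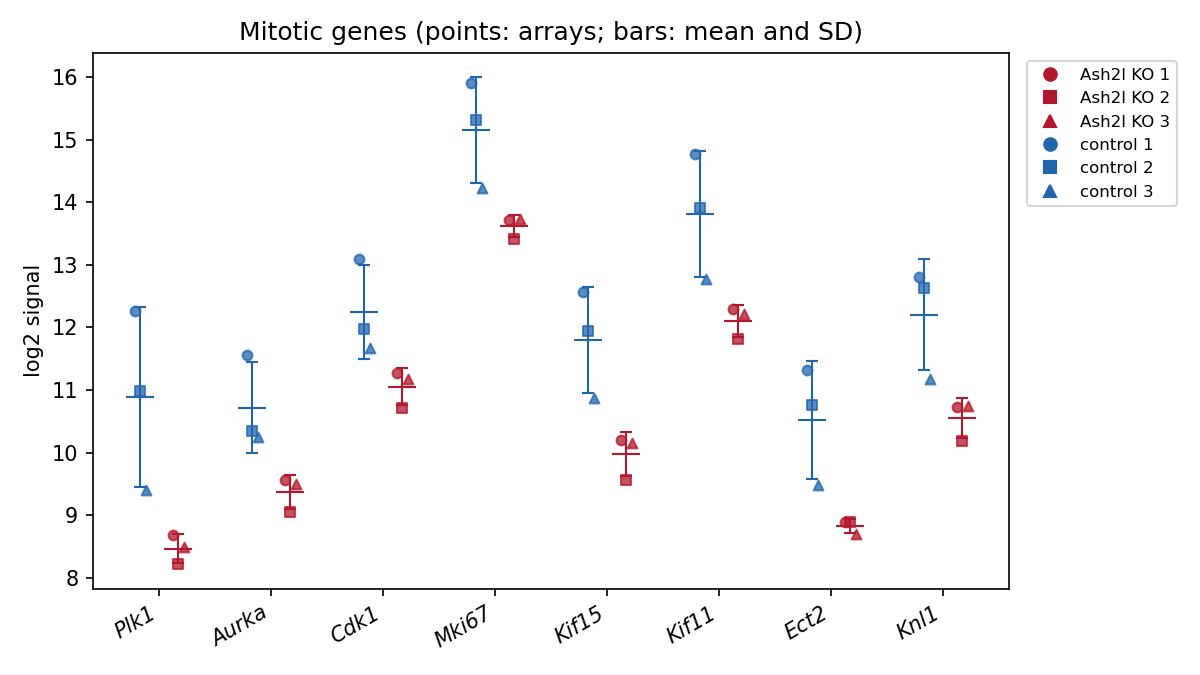
Log2 signal of 8 genes of mitosis and proliferation per array, with control in blue and KO in red; bars give the mean and SD of 3 arrays. For Plk1 the KO arrays lie at 8.22 to 8.68 and the controls at 9.41 to 12.27.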

The GO terms for up-regulated genes were less focused and included a broad range of terms (Fig. 4d and Table S5).

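Of the gene lists, those of mature granulocytes and of the interferon response had the highest median log2 fold changes between KO and control LSK cells. The 61 measured interferon response genes had a median log2 fold change of 0.97, with 57 above 0, and Ifi207 passed adjusted over the list alone (0.97, standard error 0.16). Of 35 mature granulocyte genes, which include Stfa1, Chil3, Mrgpra2a and Clec4d, 13 were higher and 1 was lower adjusted over the list alone, with a median of 1.03 (0.74 without control replicate 3). The median level of this list was 1.09, 0.34 and 0.03 in KO replicates 1 to 3 and -0.26, -0.14 and -0.64 in control replicates 1 to 3, relative to each gene's mean over the arrays. Of 23 genes of T and NK cells, 2 were higher in the same way, Trat1 (1.95, standard error 0.36) and Klrb1c (1.16, standard error 0.21), and the median of the list was highest in KO replicate 2. Thbs1 (1.31, standard error 0.19) was the only one of 29 megakaryocyte genes to pass; Pf4, which encodes CXCL4, had a log2 fold change of 1.73 with an adjusted p of 0.517 (1.10 without control replicate 1, 2.78 without control replicate 3). Of 43 cytokine receptor genes, 4 were higher and 4 lower adjusted over the list alone, the higher ones being Il1r2 (2.65), Cxcr2 (2.19), Ccr1 (2.02) and Il18rap (1.38) and the lower ones Flt3 (-1.22), Il3ra (-0.83), Ifnar2 (-0.76) and Il10rb (-0.71); the lower ones were named after their values were seen. Without control replicate 3 Il1r2 was at 3.40 and Cxcr2 at 2.78; Cxcr2 moved nearer to 0 by more than 1.5-fold without control replicate 1. This list had a median of 0.03 and did not pass camera (adjusted p = 0.109; 0.0373 without KO replicate 1, 0.0285 without KO replicate 3 and 0.0123 without control replicate 2). Adjusted over all probe sets, limma passed 0 genes of these lists, with 33 interferon, 14 granulocyte, 4 T and NK cell, 4 megakaryocyte and 11 cytokine receptor genes higher at an unadjusted p under 0.05.
Among genes higher by over 2-fold at an unadjusted p under 0.01, the granulocyte, interferon, cytokine receptor and T and NK cell lists were over-represented (Fisher's exact test, one-sided, adjusted p = 3.94e-12, 9.85e-06, 7.37e-04 and 0.0372). Genes count as independent in that test, whereas the correlation between members was estimated at 0.229, 0.759, 0.0401 and 0.400. Camera gave an adjusted p of 4.08e-21 for interferon (0.541 with an estimated correlation), 9.81e-11 for granulocyte (0.481), 6.73e-06 for T and NK cell (0.541) and 0.00162 for megakaryocyte genes (0.541), where the second value is the adjusted p with an estimated correlation. Control replicate 3 lay above the other controls by a median of 1.29 for the interferon and 0.97 for the megakaryocyte genes. Without it 55 interferon and 17 megakaryocyte genes were higher adjusted over the list alone, and without control replicate 1 the megakaryocyte list did not pass camera (adjusted p = 0.128).

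**Figure D4:**
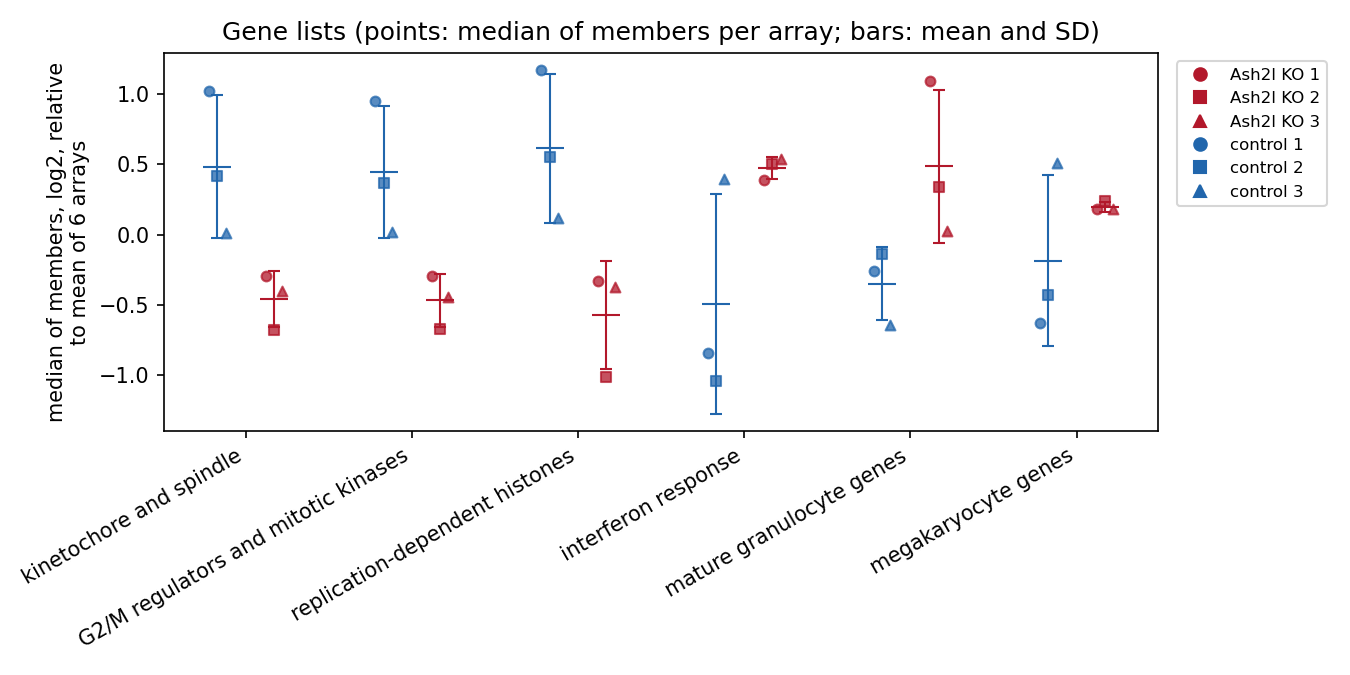
Median of the members of 6 gene lists in each array, on the log2 scale relative to each gene's mean over the 6 arrays, with control in blue and KO in red; bars give the mean and SD of 3 arrays. The interferon genes lie at 0.39 to 0.54 in the KO arrays, at -0.84 and -1.04 in control replicates 1 and 2 and at 0.40 in control replicate 3.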

**Figure 4:**
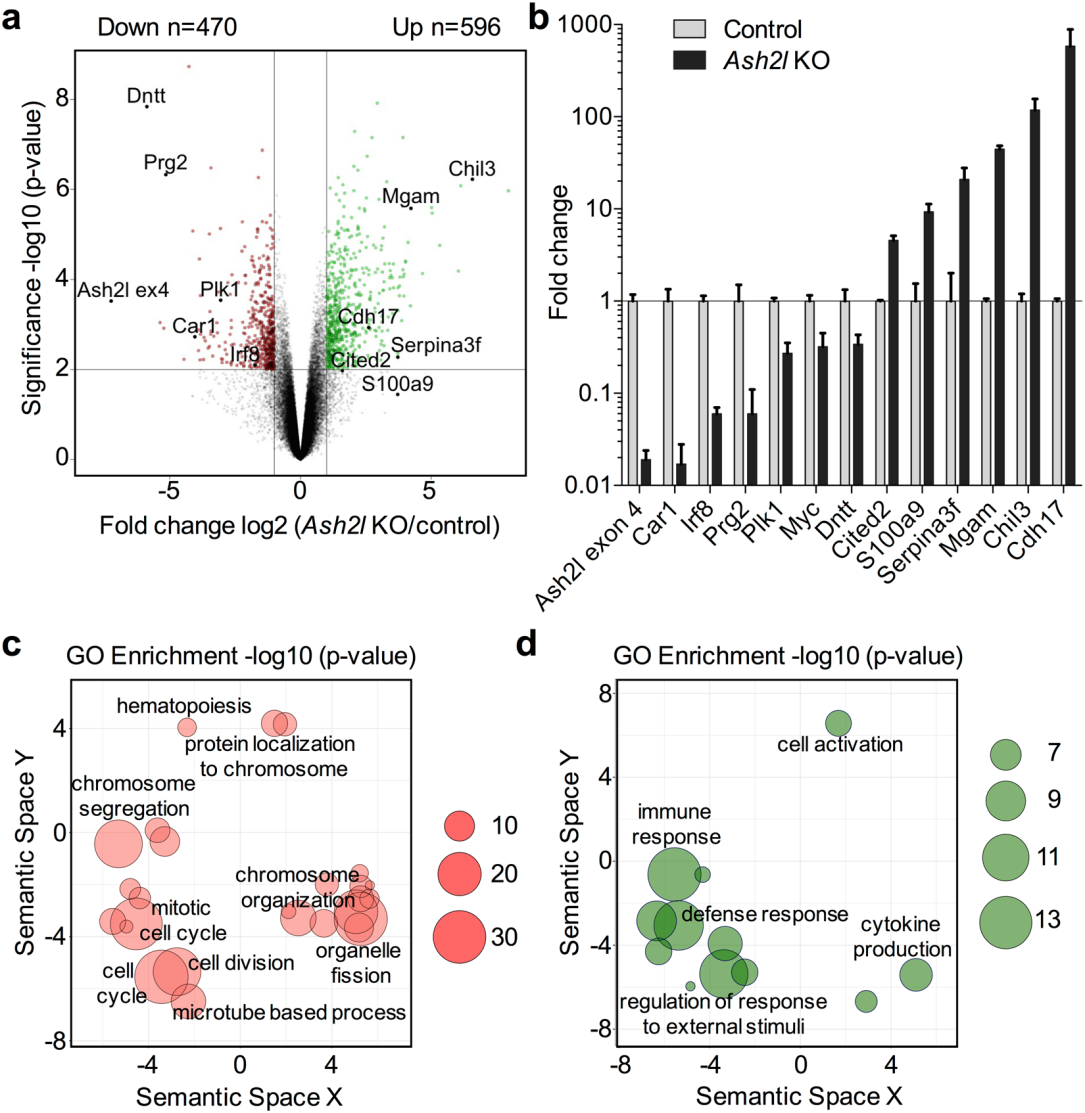
The loss of Ash2l protein expression deregulates gene expression. (**a**) Total RNA of LSK cells (n = 3 each) was analyzed on microarrays. A volcano plot was employed to visualize differences in gene expression. (**b**) RT-qPCR analysis of selected genes from (**a**) using RNA prepared from LSK cells of biological replicates. (**c**,**d**) GO analysis of down- and up-regulated genes (panels c and d, respectively) with the indicated p-values (circle size). The semantic space represents the similarities of GO terms, i.e. GO terms annotated with similar genes have similar values. Only representative GO terms are shown.

### Bone marrow cells of *Ash2l* KO animals are unable to proliferate

The gene expression analysis suggested a proliferation defect in the LSK cells. Therefore, we assessed the properties of FACS-sorted *Ash2l* KO LSK cells. 

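Mki67, the gene of the proliferation marker Ki67, had a log2 signal of 13.62 ± 0.18 (SD, n = 3) in KO and 15.15 ± 0.85 (SD, n = 3) in control LSK cells, which is 2.89-fold lower (log2 fold change -1.53, standard error 0.39, adjusted p = 0.285 from limma). Of 54 measured DNA replication genes, 11 were lower and none higher adjusted over the list alone, with a median log2 fold change of -0.37. They include Clspn (-0.94, standard error 0.25), Gins1 (-0.92, standard error 0.21), Rfc4 (-0.75, standard error 0.17) and Tk1 (-0.73, standard error 0.13). Limma passed 0 of them adjusted over all probe sets, 24 were lower at an unadjusted p under 0.05, and without control replicate 3 the list held 27 lower genes adjusted over the list alone. Camera gave the list an adjusted p of 1.50e-12 (adjusted p = 0.481 with an estimated correlation). The 48 genes of MYC and ribosome biogenesis had a median of -0.15, with an adjusted p of 0.00637 in camera (adjusted p = 0.558 with an estimated correlation), and the call ended without control replicate 3 (adjusted p = 0.440) and without KO replicate 1 (0.0807). Of 34 CDK inhibitors and p53 targets, 2 were lower adjusted over the list alone and none was higher. These are Cdkn1b, which encodes p27 (-1.07, standard error 0.12), and Cdkn2c, which encodes p18 (-0.97, standard error 0.19), and camera gave the list an adjusted p of 0.280. From the expression data the paper proposes a proliferation defect of the LSK cells, which it then tests in culture (Fig. 5a).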

While the control cells expanded efficiently in liquid culture, the *Ash2l* KO cells did not proliferate (Fig. 5a). Similarly, these cells were unable to form colonies in semi-solid media (Fig. 5b), despite the accumulation of these LSK cells in the mouse. Because of the strong association with cell cycle regulatory genes, we analyzed the cells by flow cytometry. We observed an increase of *Ash2l* KO total BM cells in the S- and G2/M-phases of the cell cycle (Fig. 5c). Because the BM contains also more mature hematopoietic cells that are preferentially in the G0/G1-phase of the cell cycle, FACS-sorted LSK cells were analyzed. To detect LSK cells that are synthesizing DNA and thus are in the S-phase of the cell cycle, mice were injected with BrdU 2 h prior to harvest. In addition, the isolated cells were stained with 7-aminoactinomycin D (7-AAD) to measure DNA content. These flow cytometry analyses revealed an increase in S-phase and particularly in G2/M-phase cells (Fig. 5d). Indeed, the majority of the LSK cells of *Ash2l* KO animals accumulated in the G2/M-phase of the cell cycle, while very few cells were in G0/G1 (Fig. 5e). This indicated, together with the inability to proliferate and the down-regulation of G2/M-phase regulators, that most of the LSK cells accumulated late in the cell cycle. The lack of proliferation, despite being mainly in S and G2/M, was also suggested by a reduction in Ki67 staining from 80–90% in control to 40–50% in KO sections (Fig. 5f). To discriminate between G2 and M, we determined the number of mitotic cells by H&E and anti-histone H3 serine 10 phosphorylation (H3S10ph) staining. Mitotic cells were decreased 2-fold in BM cells of *Ash2l* KO vs control animals (Fig. 5g). We noted that many mitotic figures in the KO animals were abnormal with round, astral appearance of condensed chromosomes that is not observed in normal BM. This was evident in megakaryocytes and granulocytes (Fig. 5f, middle and bottom panels, respectively). Our previous study on the cooperativity of ASH2L with oncogenic Ha-RAS had also revealed altered mitotic figures^39^. The star-like arrangement of mitotic chromosomes is reminiscent of a monopolar spindle^61^, suggesting that Ash2l is important for the control of mitosis.

**Figure 5:**
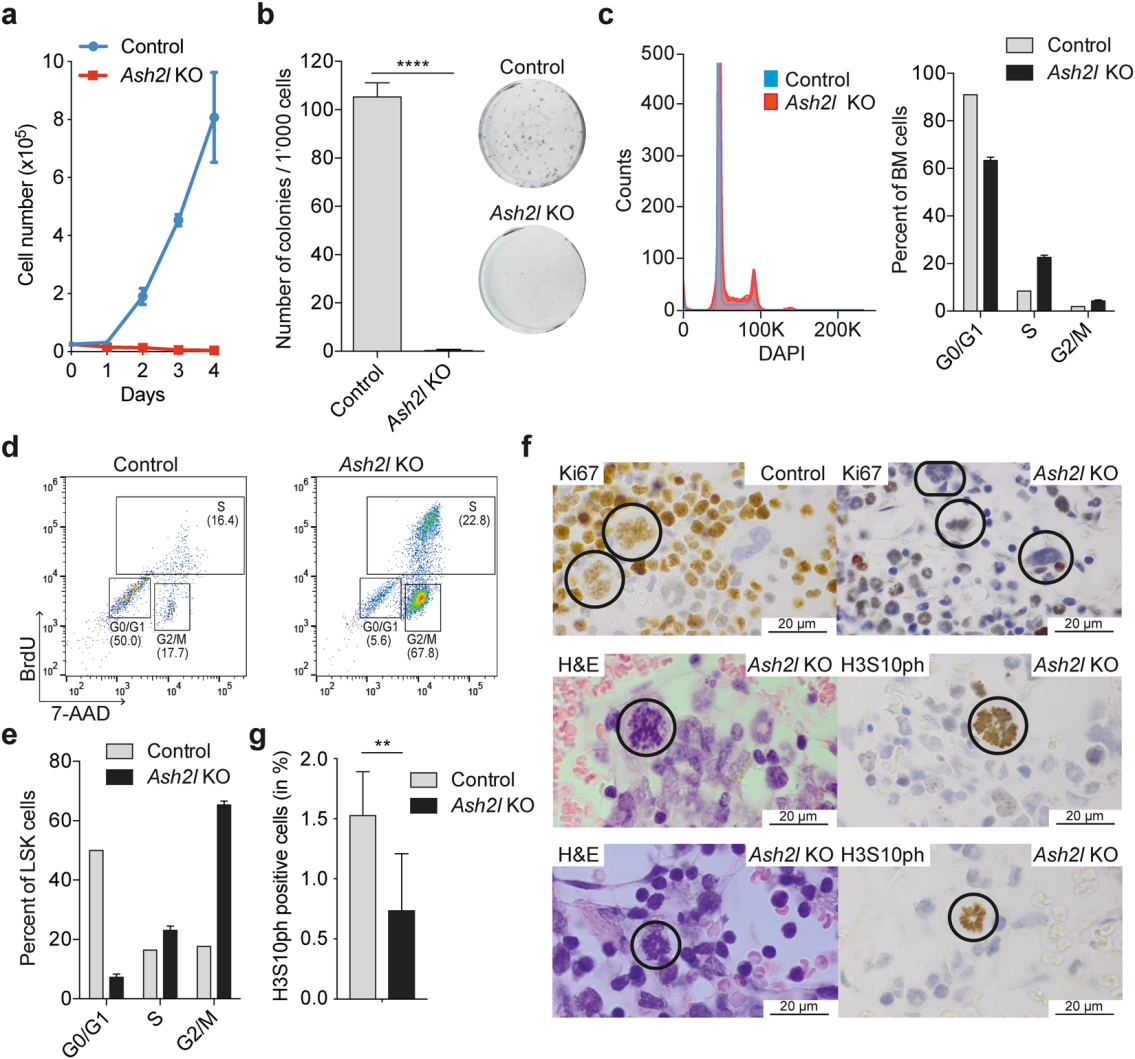
G2/M-phase arrest of *Ash2l*^−/−^ LSK cells. (**a**) Proliferation of LSK cells from control (pool of 5) and KO (n = 4) mice (each seeded in triplicates) as determined by cell counting. (**b**) Colony formation of LSK cells in semi-solid media. Representative plates of control and KO cells are shown (right). The number of colonies was counted (n = 4 each, seeded in triplicates). (**c**) Flow cytometry analysis of DAPI stained BM cells of control (pool of 3) and KO (n = 3) mice. A histogram and a summary of the cell cycle distribution are shown. (**d**) Flow cytometry analysis of LSK cells labeled *in vivo* with BrdU and stained *in vitro* with 7-AAD and anti-BrdU antibodies from a pool of 3 wt animals (control) and an *Ash2l* KO mouse. (**e**) Summary of the BrdU/7-AAD cell cycle flow cytometry analysis of control (pool of 3) and KO (n = 3) mice. (**f**) Sections of fixed sterna from control and *Ash2l* KO animals stained with H&E and immunohistochemically for Ki67 and histone H3 phosphorylated serine 10 (H3S10ph) as indicated. Top panels, indicated are megakaryocytes stained for Ki67 in the control, not stained in the KO samples. Middle panels, defective mitosis in a megakaryocyte. Bottom panels, defective mitosis in granulocytes. (**g**) Summary of mitotic cells stained for H3S10ph. 20–30 HPFs of 3 control and KO animals each were analzyed, corrected for the number of cells present per section. (****p < 0.0001; **p < 0.01).

Of note is, that we did not observe an increase in apoptotic cells upon loss of Ash2l, measured either by determining the sub-G0/G1 cells or by staining for Annexin V (Figs 5c and 6a). While the staining with DAPI revealed few sub-G0/G1 cells (Fig. 5c), roughly 30% of lin^−^ cells isolated from total BM were annexin V positive (Fig. 6a). To further evaluate apoptotic cells in the tissue, sternal sections were analyzed by TdT-mediated dUTP-biotin nick end labeling (TUNEL). We observed apoptotic megakaryocytes and granulocytes both with H&E and TUNEL staining (Fig. 6b, top and bottom panels, respectively). Quantification revealed small numbers of TUNEL positive cells in control and KO animals, with a tendency for more staining in the latter (Fig. 6b). The small number of apoptotic cells was in line with only few debris-loaded macrophages (1–2/10 HPFs) seen in the *Ash2l* KO sternum sections (Fig. 6c). Together, our findings suggest strongly that a major consequence of a loss of Ash2l in LSK cells is not apoptosis but an inability to proliferate because of a G2-phase cell cycle arrest.

**Figure 6:**
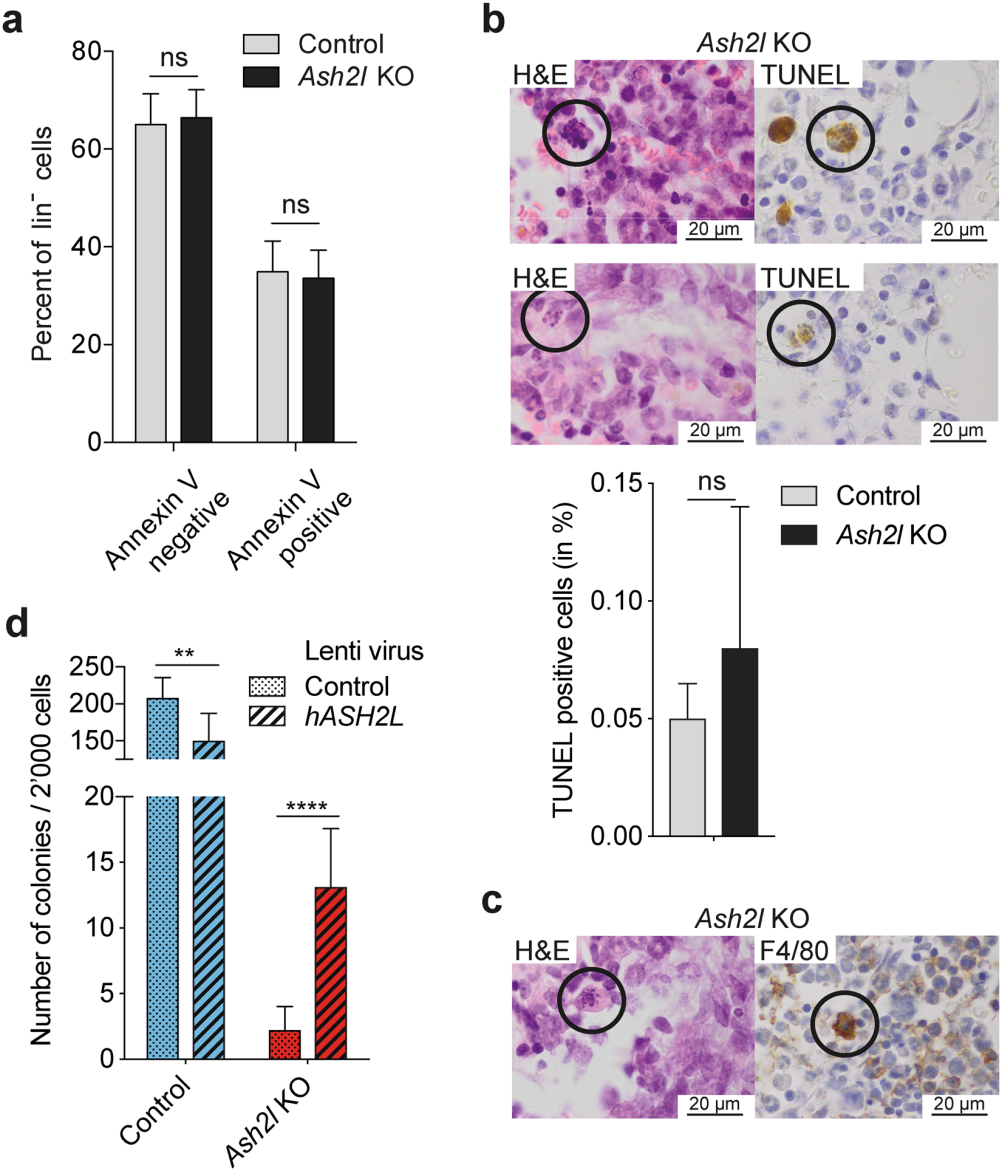
No increase in apoptosis in *Ash2l*^−/−^ cells. (**a**) Annexin V staining of lineage negative (lin^−^) cells isolated from BM of control and KO animals (n = 4 each). (**b**) Sections of fixed sterna from *Ash2l* KO animals stained with H&E and with TUNEL as indicated. The top panels show apoptotic megakaryocytes, the middle panels apoptotic granulocytes (circles). The bottom panel summarizes TUNEL positive cells from 10 HPFs of 2 control and 2 KO animals, corrected for the number of cells present in each section. (**c**) Sections of fixed sterna from *Ash2l* KO animals stained with H&E and immunohistochemically for F4/80 as indicated. Circles indicate macrophages. (**d**) Complementation with human ASH2L. Lin^−^ cells (n = 3 each) were infected with control or hASH2L-expressing virus, seeded in semi-solid media and the number of colonies was counted. (****p < 0.0001; **p < 0.01; ns, not significant).

Finally, we addressed whether the lineage negative (lin^−^) BM cells of *Ash2l* KO animals can be complemented by human ASH2L. The cells were infected with a lentivirus expressing ASH2L or with a control virus and seeded for colony formation assays. While ASH2L overexpression in control cells slightly reduced the number of colonies, a significant increase of colonies in *Ash2l* KO cells was observed (Fig. 6d). The numbers of rescued cells were small, probably reflecting that the cells could not be rescued anymore. Nevertheless, this experiment demonstrates that the key factor lacking was Ash2l and that human ASH2L was able to compensate for the murine protein. Thus, Ash2l is necessary for the proliferation of BM-derived hematopoietic cells.

## Discussion

The trithorax protein Ash2l is a core component of KMT2 complexes that methylate histone H3K4^10,11^. Previously, it has been demonstrated that *Ash2l* KO embryos do not develop beyond the implantation state^25^. Moreover, liver disintegration was observed in response to loss of Ash2l^26^. Our findings using an Mx1-Cre inducible *Ash2l* KO model revealed that Ash2l is also necessary for maintaining adult hematopoiesis. Both proliferation and differentiation of hematopoietic cells were severely impaired. As a consequence, essentially all lineages were reduced in the periphery. Moreover, the loss of Ash2l resulted in a substantial reduction of hematopoietic cells in BM and spleen. However, LSK cells, which are enriched for hematopoietic stem and progenitor cells, strongly increased in the BM. The loss of Ash2l was paralleled by reduced H3K4 methylation and altered gene expression. In particular, genes associated with G2/M cell cycle progression were prominently down-regulated. We suggest that the inability to progress efficiently through the cell cycle, in particular through the G2-phase, results in the accumulation of LSK cells. It is possible that these cells are particularly sensitive to the altered regulation of genes associated with G2/M and as a consequence are unable to proliferate and differentiate, explaining the reduced MP population as well as further differentiated cells. Of note, others have reported effects on proliferation when components of KMT2 complexes have been manipulated. This is particularly evident for studies addressing MLL1 and WDR5^62–66^.

Biochemical studies have shown that ASH2L, as well as the other WRAD subunits WDR5, RBBP5 and DPY30, is important for KMT2 catalytic activity^10,11,49,67^, and the knockdown of *ASH2L* in cells results in reduced methylation of H3K4^41,67,68^. Similar effects have been reported upon knockdown of other WRAD components^67,69–71^. Thus, the WRAD complex is necessary for efficient H3K4 methylation both *in vitro* and in cells. The KO studies on *Ash2l*, as shown here, and on *Dpy30*, now extend these results to the mouse and provide *in vivo* evidence for the role of these WRAD components^26,28^. These models will allow a more in-depth molecular evaluation of these proteins.

The consequences of deleting *Dpy30* have been analyzed in mice. *Dpy30* KO embryos die early after implantation^29^, and thus reach a more mature developmental stage compared to *Ash2l* KO embryos^25^. In a recent study, *Dpy30* was deleted in the hematopoietic system using Mx1-Cre^28^. The phenotypic consequences are similar compared to our *Ash2l* KO. The KO of either *Ash2l* or *Dpy30* resulted in an exhaustion of peripheral hematopoietic cells, including RBCs, platelets, and WBCs. In parallel, a decrease in the cellularity of the BM was noticed, which was more pronounced in *Ash2l* compared to *Dpy30* KO mice, also when considering that in our study the analysis of the phenotype was performed one day earlier (Figs 1 and 2)^28^. In both models the number of LSK cells in the BM increased, in the case of the *Ash2l* KO almost 20-fold. Further fractionation revealed a specific accumulation of MPP cells, which represent more differentiated LSK cells. Again the differences appeared more pronounced in the *Ash2l* KO than in the *Dpy30* KO (Fig. 3)^28^. Together, these findings suggest that both Ash2l and Dpy30 are necessary for early hematopoiesis and that in the absence of either protein differentiation beyond the MPP state is abrogated.

The LSK cells in *Ash2l* KO animals accumulated in the G2/M-phase of the cell cycle and stopped proliferating (Fig. 5). Of note, we did not observe an increase in mitotic cells, indicating that the LSK cells were enriched in the G2-phase. These effects are compatible with the gene expression analysis (Fig. 4). Essentially all biological processes with high significance in the GO analysis of down-regulated genes in the *Ash2l* KO animals were associated with late cell cycle processes and with the G2/M-phase transition (Fig. 4c and Table S4). Among the genes we identified were many that encode key factors, including Plk1, Aurora A kinase, cyclin B1, and Cdk1, controlling the G2/M transition and thus are required for cells to enter mitosis^72,73^. Moreover, *Mybl2*, which encodes B-Myb, is down-regulated in *Ash2l* KO LSK cells. 

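Mybl2 had a log2 signal of 8.25 ± 0.17 (SD, n = 3) in KO and 9.39 ± 0.69 (SD, n = 3) in control LSK cells, which is 2.20-fold lower. Its log2 fold change was -1.14 with a standard error of 0.33 (adjusted p = 0.321 from limma), and every KO array lay below every control. In control replicate 3 Mybl2 was at 8.60, the lowest of the controls (9.91 and 9.65 in control replicates 1 and 2). Leaving that array out therefore had to enlarge the change, and the log2 fold change was then -1.53 (adjusted p = 0.00959). With control replicate 1 or 2 left out instead, no probe set passed (smallest adjusted p of 0.170 and 0.0600 from limma). The cyclin B1 gene was not analysed here.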

B-Myb expression and function is associated with proliferating cells and more specifically with promoting the progression through the G2-phase and preparing cells for the transition into mitosis^74^. B-Myb has been reported to activate the above-mentioned G2/M-phase genes^75^. Consistent with these findings, the loss of B-Myb in the hematopoietic system interferes with proliferation and differentiation of stem and progenitor cells, albeit with substantial delay compared to the *Ash2l* KO^76^. This strong association with genes encoding late cell cycle regulators was unexpected, suggesting that these genes are particularly sensitive to a loss of Ash2l and subsequent H3K4 methylation. High expression of ASH2L correlates with poor prognosis in patients with acute myelogenous leukemia harboring the *Flt3-ITD* oncogene^47^. Also, ASH2L correlates positively with the expression of proliferation-associated genes and inversely with genes encoding cell cycle inhibitors^47^. Thus, these findings suggest that ASH2L may act in an oncogenic fashion by directly or indirectly upregulating a gene program associated with proliferation and cell cycle progression.

We observed a rapid decrease in cellularity of the BM and the spleen (Fig. 1). The lack of proliferation in response to the loss of Ash2l is most likely contributing to this observation. In addition, we observed less mature granulocytes (Fig. 1d,f), with aberrant mitosis (Fig. 5f), but increased size and granularity (FSC/SSC; Figs 1l and 3a). This was unexpected indicating that less mature, banded granulocytes as determined in histological sections appeared more mature as judged from their increased SSC in flow cytometry. This seems to reflect an Ash2l-specific phenotype.

In addition to the loss of proliferation, we suspected other relevant functional processes, including induction of apoptosis, to contribute to the observed cell loss in the BM. However, we did not measure a strong apoptotic response (Fig. 6). Consistently, we also did not observe a strong increase in debris-loaded macrophages that would be responsible to remove the remains of dead cells. We expect that during the treatment many hematopoietic cells will leave the BM. Thus, the decrease in cellularity of more than 50% is likely the consequence of a block of proliferation combined with an emigration of mature cells that have managed to differentiate sufficiently. It is also possible that the cells become less adherent as a consequence of altered gene expression that facilitates migration out of the BM.

Compared to the strong G2/M arrest in the *Ash2l* KO cells (Fig. 5), no obvious specific cell cycle arrest was reported in *Dpy30* depleted LSK cells^28^. The KO of *Mll1* also reduces LSK cell proliferation and interferes with hematopoietic stem cell self-renewal^19,20,77^. This is notable because of the different KMT2 enzymes, MLL1 has been suggested to be especially relevant in hematopoietic stem and progenitor cells^30^. Using Mx1-Cre, the KO of *Mll1* resulted in severe BM cytopenia by day 19, suggesting that other KMT2 proteins might compensate for the loss of Mll1^19^. Thus, consistent with a key role of H3K4 methyltransferase complexes in controlling timely gene expression, all three components of KMT2 complexes, Ash2l, Dpy30, and Mll1, are essential for adult hematopoiesis. In all three KO models many genes were repressed, but also a considerable number of genes were activated (Fig. 4 and Table S5)^28,77^, suggesting many indirect effects. Of note is that the gene expression analyses in *Mll1* KO or *Dpy30* KO LSK cells did not reveal a comparably strong G2/M-phase signature as seen in the *Ash2l* KO, consistent with the above discussed phenotypes (Fig. 4 and Table S4)^28,77^. This may well reflect that Mll1 is complemented by other KMT2 enzymes and that Ash2l and Dpy30 have distinct functions in controlling catalytic activity and/or in targeting KMT2 complexes to target genes^10^. This aspect will be interesting to study in more detail.

Mature hematopoietic cells participate in controlling stem and progenitor cells by preventing their proliferation and differentiation^58^. For example, BM megakaryocytes, which decrease upon Ash2l loss (Fig. 2), produce the chemokine CXCL4 and thereby interfere with HSC proliferation^78^. Moreover, platelets and myeloid cells, which are reduced in the *Ash2l* KO animals (Fig. 2), directly and indirectly regulate HSC proliferation and differentiation^79–83^. The substantial decrease in mature cells, and thus the lack of negative feedback signals, is likely to contribute to the accumulation of LSK cells. However, their further maturation is blocked as the loss of Ash2l prevents LSK cells from progressing through mitosis.

Because of the similarities between the findings obtained in the *Ash2l* and *Dpy30* KO models, the observations suggest strongly that deregulation of H3K4 methylation is an important downstream effect in both. Nevertheless, we cannot exclude that at least part of the observed phenotypes is due to other functions of Ash2l and/or Dpy30. The analysis of different WRAD complex components using label-free quantitative mass spectrometry suggested that all four subunits are expressed, at least in HeLa cells, at higher levels than the 6 enzymatic KMT2 subunits, which is particularly evident for WDR5 and DPY30^24^. Indeed, for both WDR5 and DPY30 KMT2 complex independent functions have been reported. WDR5 has been described to promote DNA binding of the oncoprotein MYC^84^. Both WDR5 and DPY30 have been found to be involved in nucleosome remodeling by interacting with the NuRD and the NURF complexes, respectively^85,86^. It seems possible that Ash2l also performs additional molecular functions beyond those associated with H3K4 methylation, however, this remains to be discovered^10^. Thus, the KO of *Ash2l* or *Dpy30* might have additional consequences that are not related to KMT2 complex activities. Despite these uncertainties, the similarities of the phenotypes discussed above argue that the primary effects are due to dysregulated KMT2 complex functions.

The H3K4me3 mark correlates tightly with open, accessible promoters and several possible mechanisms have been described to explain its functional relevance, including the recruitment of TFIID^10,87^. Therefore, inhibition of gene transcription was expected as a response to a decrease in H3K4me3. However, we also observed that many genes were up-regulated, a finding which awaits explanation. 

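Beyond the granulocyte and interferon genes, single genes of several lineages were higher in KO LSK cells. Lyz2, the lysozyme gene of monocytes and granulocytes, had a log2 signal of 16.89 ± 0.81 (SD, n = 3) in KO and 14.21 ± 0.45 (SD, n = 3) in control cells, 6.44-fold higher (log2 fold change 2.69, standard error 0.42). It was the only one of 34 monocyte and macrophage genes to pass adjusted over the list alone, and the list had a median log2 fold change of 0.00 and an adjusted p of 0.124 in camera (0.00883 without KO replicate 3, 0.00343 without control replicate 2). The mast cell protease genes Mcpt2 and Mcpt4 were higher by 2.41 (standard error 0.50) and 1.61 (standard error 0.34) on the log2 scale, whereas Prg2 of the same list was lower (-4.52), each adjusted over the list alone. The 22 genes of eosinophils, basophils and mast cells had a median of 0.03 (adjusted p = 0.109 in camera, 0.0110 without control replicate 2) and were over-represented among the higher genes (Fisher's exact test, one-sided, adjusted p = 0.0372). Flt1, a VEGF receptor gene, was 2.33-fold higher. The 23 genes of granulocyte-monocyte progenitors had a median of 0.43 (adjusted p = 0.00607 in camera, 0.541 with an estimated correlation), with 0 members past limma when adjusted over the list alone and 3 higher at an unadjusted p under 0.05. The median of this list was 0.75 in control replicate 2, above every KO array, and its call ended without KO replicate 1 (adjusted p = 0.118), control replicate 1 (0.162) or control replicate 3 (0.179). The 48 lysosome genes had an adjusted p of 0.0277 in camera (0.541 with an estimated correlation, 0.263 without KO replicate 2, 0.395 without control replicate 1) with a median of 0.04, and among them Arsb was higher (0.88, standard error 0.18) and Gm2a lower (-1.17, standard error 0.22) adjusted over the list alone.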

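Most of the measured histone and condensin genes passed as lower in KO LSK cells when adjusted over their lists alone, whereas the lists of H3K4 methyltransferase complexes and demethylases did not pass camera. Of 65 listed replication-dependent histone genes, 25 were measured. Of these, 20 were lower and none was higher adjusted over the list alone, with a median log2 fold change of -1.27. Among them, the linker histone genes H1f5 (-2.84, standard error 1.06) and H1f1 (-1.65, standard error 0.60) overlapped between the groups and were at -1.93 and -1.08 without control replicate 1 and at -4.04 and -2.37 without control replicate 3, and H3c8 (-1.73, standard error 0.51) and H2ac15 (-1.65, standard error 0.54) differed without overlap. Histone genes are close copies of each other, and their probe sets may share signal. Of 18 genes of condensin and chromosome structure, 13 were lower in the same way, with a median of -0.92, among them Cdca2 (-1.42, standard error 0.34), Top2a (-1.29, standard error 0.38) and Esco2 (-1.23, standard error 0.35). Limma passed 0 members of both lists adjusted over all probe sets, where 22 histone and 15 condensin genes were lower at an unadjusted p under 0.05. In control replicate 3 the histone genes were at a median log2 difference of -0.77 and the condensin genes of -0.67 from the other controls, and without it 11 and 9 were lower adjusted over all probe sets. No probe set passed when control replicate 1 or 2 was left out instead (smallest adjusted p of 0.170 and 0.0600 from limma). Among genes lower by over 2-fold at an unadjusted p under 0.01 both lists were over-represented (Fisher's exact test, one-sided, adjusted p = 6.25e-14 and 2.37e-07). That test takes genes as independent, whereas the correlation between members was estimated at 0.460 and 0.590. Camera gave an adjusted p of 1.03e-14 and 9.81e-11 (adjusted p = 0.481 for each with an estimated correlation).
Of 20 genes of H3K4 methyltransferase complexes, Ash2l and Ncoa6 (-0.65, standard error 0.13) were lower adjusted over the list alone, and the median of the list was -0.07 (adjusted p = 0.200 in camera). The core subunit genes had log2 fold changes of -0.27 for Wdr5, -0.03 for Dpy30 and 0.21 for Rbbp5, and Kmt2a, which encodes Mll1, of -0.08. Of 7 H3K4 demethylase genes, Kdm5b was lower (-1.04, standard error 0.20) adjusted over the list alone, and the list had a median of -0.09 (adjusted p = 0.242 in camera). The Y-linked Kdm5d had a log2 fold change of -1.98 (-1.21 without KO replicate 2, in which it read 5.66), and the arrays differed in sex-linked signal. The other members had log2 fold changes of -0.23 for Kdm2b, -0.09 for Kdm1a, 0.06 for Kdm5c, 0.12 for Kdm5a and 0.19 for Kdm1b.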

Because many genes are down-regulated that participate in chromatin organization (Table S4), the up-regulation of gene expression is likely a secondary effect. The analysis of the promoters of the up-regulated genes did not reveal obvious common transcription factor binding sites (data not shown). Further studies will be required to address the intricate mechanisms underlying this complex network of Ash2l regulated gene expression.

## Materials and Methods

### Animals

Mice used in this study were bred in the in-house, specific pathogen-free (SPF) animal facility (Institute for Laboratory Animal Science, Medical Faculty, RWTH Aachen University) and maintained on a 12 h light/dark cycle in cages with up to five mice and food and water provided *ad libitum*. All procedures were approved by the Institute for Laboratory Animal Science and the local government (LANUV NRW, AZ 84-02.04.2013.A182) in accordance with German and EU regulations.

To generate mice with the possibility to conditionally knockout Ash2l protein expression, ES cells were obtained from the EUCOMM gene targeting program (ID 35610)^88^, harboring a loxP-flanked exon 4 of *Ash2l* as part of a targeting cassette. The albino mouse strain B6N-Tyr^c-Brd^/BrdCrCrl was employed to generate blastocysts for microinjection. Chimeric offspring were bred to assess germ line transmission. Mice harboring an improved *FlpO* transgene (C57BL/6N Tg(CAG-Flpo)1Afst) were then used for the deletion of the targeting cassette^26^. For the conditional removal of the floxed exon 4 of *Ash2l*, a mouse strain with a transgene expressing Cre recombinase protein under control of the Mx1 promoter (B6.Cg-Tg(Mx1-cre)1Cgn/J) was obtained. Littermates were crossed to generate the conditional KO genotype *Ash2lfl*/*flTg*(*Mx1*-*Cre*) and different control animals (*Ash2lwt*/*wt*, *Ash2lwt*/*wtTg*(*Mx1*-*Cre*), *Ash2lwt*/*fl*, *Ash2lwt*/*flTg*(*Mx1*-*Cre*), *Ash2lfl*/*fl*) without or with a single copy of the *Cre* transgene. For the induction of Cre recombinase expression, animals at the age between 10 and 25 weeks were injected intraperitoneally (ip) with synthetic double stranded RNA poly(I:C) (pIC; 10 mg/kg body weight) three times at alternating days (for details of chemicals and antibodies see Table S1). The analyses were performed at day ten following the first injection (Fig. 1a) (see below). Among the control animals and animals of different age and sex no differences in their response to the pIC treatment could be observed.

### DNA analyses

The Cre- and Ash2l-specific genotypes were determined from DNA of tail biopsies using primer pairs Cre_for_/Cre_rev_ and P1/P2, respectively (Table S2 and Fig. 1a). The knockout efficiency of exon 4 of *Ash2l* after treatment of the mice with pIC was assessed using genomic DNA of bone marrow (BM) cells isolated with the High Pure PCR Template Preparation Kit and primer pair P3/P4 (Table S2). The GoTaq Green Master Mix or the 5xPCR Master Mix were used for the end-point PCR reactions.

### RNA analyses

For gene transcription analyses RNA was prepared with the RNeasy Mini or Micro Kits, depending on the number of cells available, and cDNA was generated with the QuantiTect Reverse Transcription Kit. SYBR Green kits were employed for the real time PCR analyses (SensiMix Sybr No-Rox kit, SensiFast Sybr No-Rox kit, QuantiNova SYBR Green PCR kit) and performed in a RotorGene 6000 (Corbett, Qiagen). QuantiTect Primer Assays or primers designed with the Primer3web software were used as indicated (Table S3). The efficiency of all primers used was higher than 95%. The PCR reactions were performed for 30 cycles at 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 15 s. Fold changes in expression were calculated according to Pfaffl^89^;

$${\rm{relative}}\,{\rm{expression}}=\frac{{{{\rm{E}}}_{{\rm{target}}}}^{{\rm{\Delta }}C{P}_{{\rm{target}}}(\mathrm{control}-\mathrm{sample})}}{{{{\rm{E}}}_{{\rm{reference}}}}^{{\rm{\Delta }}C{P}_{{\rm{reference}}}(\mathrm{control}-\mathrm{sample})}}),$$

measuring the crossing point CP and taking into account the respective reaction efficiencies E, using ß-glucuronidase (*Gusb*) as the reference gene as its expression was unaffected by the pIC treatment of the mice regardless of their genotype.

### Western blots

Cells were lysed on ice in RIPA buffer (10 mM Tris/HCl, pH 7.4, 150 mM NaCl, 1% Nonidet P-40, 1% deoxycholic acid, 0.1% SDS) containing a protease inhibitor cocktail and 10 mM sodium butyrate. The lysates were sonicated for 15 min with 30 seconds on/off cycles in the cold and centrifuged (10,000 × g, 5 min, 4 °C). From the supernatants the protein concentration was measured and 30 µg of total proteins were used. For western blots of LSK sorted cells (see below), the flow-through from the RNeasy Micro Kit column of 1.5 × 10^6^ cells was incubated with 4 volumes of ice-cold acetone (30 min, on ice) and centrifuged (13.000 × g, 10 min, 4 °C). The pellets were washed with ice-cold ethanol (100%), air dried and taken-up in sample buffer. For detection the antibodies in 5% low-fat milk, 0,05% Tween20 in PBS (anti-ASH2L 1:2000, anti-actin 1:200, and peroxidase anti-rabbit and -mouse 1:2000) together with the SuperSignal Femto Substrate were used.

### Immunohistochemical analysis

For immunohistochemistry (IHC) sternum bones were fixed in 4% formaldehyde, decalcified in 10% EDTA (pH 7.4), embedded in paraffin and cut into 2 µm sections. Following deparaffinization in xylene (3 × 5 min) and rehydration in decreasing ethanol concentrations (100%, 95%, 70%; 3 min each) and finally placed in water, serial sections were immersed in target retrieval solution (pH 6) at 95 °C for 20 min. For all washing steps (3 × 5 min) wash buffer (1x) was used. Following the incubation with peroxidase-blocking solution, the sections were treated with 2.5% normal horse serum for 30 min and incubated at room temperature for 30 min with the primary antibodies (1:750) in antibody diluent. A control staining with isotype Ig was performed on the same slide on a second tissue section with identical staining procedures. For detection the ImmPress peroxidase kit was used (20 min), followed by incubation with DAB (10 min). Sections were counterstained with Mayer’s hematoxylin. For the chloroacetate esterase stain, slides were incubated to ASDCL solution for 80 min (ASDCL-solution: Hexazonium-solution (HCl, parafuchsine hydrochlorid, sodium nitrit in PBS buffer) and naphtol-AS-D-choloracetate esterase in DMSO buffer). After counterstain, mounting was performed with glycerol gelatin. All other stains were performed after identical depraffination und rehydration as well as dehydration. After dehydration they were mounted, scanned with the NanoZoomer from Hamamatsu Photonics and visualized using the NDP.view2 software. High magnification photographs were taken by a Zeiss microscope with a 100x oil objective (Zeiss, Jena, Germany) and an Olympus camera and software (Analysis 5.1, Olympus, Hamburg, Germany).

Cell counts were performed using a widely used standard in diagnostics, the so called high-power-field (HPF) analysis, indicating the visible area in 400x magnification (40x objective). The diameter of HPF ranges roughly from about 0.45 mm to 0.65 mm with a mean of 0.55 mm and an area of about 0.24 mm^2^.

### Survival

For survival analysis mice were assessed using body condition scoring. Reaching the endpoint, moribund mice were euthanized and the survival times documented using a Kaplan-Meier plot.

### Blood analyses

After anesthesia with isoflurane, blood taken from the retro-orbital sinus was collected and an aliquot was mixed immediately with EDTA for a full blood exam. WBC: white blood cells, PLT (platelets), RBC (red blood cells), HGB (hemoglobin), HCT (hematocrit), MCV (mean corpuscular volume), MCH (mean corpuscular hemoglobin), MCHC (mean corpuscular hemoglobin concentration). Measurements were performed by the Laboratory of Clinical Chemistry and Hematology, Institute for Laboratory Animal Science, Medical Faculty, RWTH Aachen University.

### Flow cytometry analysis of fixed cells

Femurs and tibias were flushed with PBS containing 2% fetal calf serum (FCS) and the BM cells were passed through a 70 µm filter and counted (BM refers to the cells flushed from 2 tibias and 2 femurs/mouse). Aliquots of 10^6^ cells were centrifuged (400 × g, 5 min, RT), taken up in 1 ml Fixation/Permeabilization buffer (1x) of the FoxP3 Transcription Factor Staining Buffer Kit and incubated for 30 min at RT. After centrifugation as above, the cells were dispersed in 2 ml Permeabilization buffer (1x) of the same kit and centrifuged again. After pouring off the supernatant, 20 µl of the anti-H3 antibody (1:400 in 1x Permeabilization Buffer, 40 min, RT) was added. For washing 2 ml Permeabilization Buffer was added and the cells were centrifuged and stained as above using anti-rabbit-AlexaFluor633 as secondary antibody. For double stainings of the cells, the second primary antibody was added and incubated and washed as above. For detection anti-rabbit-AlexaFluor488 antibody was used as described above. For evaluation the cells were taken up in 2% horse serum in PBS. Flow cytometry measurements were performed in a FACSCANTO II system from BD Biosciences equipped with FACSDIVA V6.1.3 software. For analyses FlowJo software was employed. To assess the respective staining intensities the main population of cells was selected by gating within the FSC/SSC plot.

### Flow cytometry analysis of surface markers

Bone marrow cells were flushed with PBS/2% FCS from femurs and tibias and treated as above. Spleen tissue was minced and squeezed through a 100 µm cell strainer to obtain single cell suspensions. After lysis of erythrocytes with 3 successive incubations (2 min, RT) in AKC-lysis buffer (0.15 M NH_4_Cl, 1 mM KHCO_3_, 0.1 mM Na_2_EDTA, pH 7,3), cells were washed with PBS/2% FCS and live cells were counted with a CASY Cell Counter (Omni Life Science). Per 1 × 10^6^ cells 0.5 µl of the respective antibody was used, except for CD48, CD117, CD16/32, CD150 and Sca-1 (1 µl per 1 × 10^6^ cells) or CD34 (2 µl per 1 × 10^6^ cells). Incubation time was 15 min at RT, except for CD34 (1.5 h at 4 °C). The biotin-labelled Sca-1 antibody was stained with Streptavidin-PE-Cy7 for 15 min. For progenitor cell analysis, CD34 staining was done first followed by the addition of further antibodies. The gating strategy is outlined in Fig. 2a. Flow cytometry measurements were conducted with a FACS Gallios system (Beckman Coulter) and analyzed with FlowJo or Kaluza Software.

### LSK cell sorting

BM cells were prepared as described above followed by lineage depletion using the MACS Lineage Cell Depletion Kit. Lineage negative (lin^−^) cells were stained with Sca-1 and CD117 (c-Kit) antibodies and the +/+cell population (LSK) was gated for cell sorting performed on a FACSAria I cytometer (BD Biosciences).

### Proliferation assay

LSK cells (25’000) were seeded in triplicates in 100 µl StemSpan^TM^ medium containing IL-3 (20 ng/ml), IL-6 (20 ng/ml), SCF (50 ng/ml) and 20% BIT 9500 serum substitute. Fresh medium was added every two days and the cells were counted at the indicated days and a growth curve was computed.

### Colony forming assay

LSK cells (1000 cells/ml) were seeded in triplicates in methylcellulose (MethoCult GF) and colonies were counted seven days after seeding using a light microscope.

### Cell cycle analysis using DAPI staining

BM cells were centrifuged, taken up in 500 µl PBS and fixed at −20 °C by adding 2 ml cold methanol. After washing the cells in PBS, they were treated with RNaseA (20 µg/ml) for 5 min, washed, stained with DAPI (6.7 µg/ml) followed immediately by flow cytometry measurement and analysis with the FlowJo software.

### Cell cycle analysis using BrdU incorporation

Mice were injected (i.p.) with BrdU (100 mg/kg body weight) 2 h before preparation of the cells. LSK cells were purified as described above and 2 × 10^5^ cells (from a pool of 3 control mice and of 3 individual KO mice) were taken up in 100 µl PBS/2% FCS and mixed with 1× BrdU staining buffer (1 ml, BrdU Staining Kit FITC) and incubated for 20 min (RT, in the dark). Cells were washed with 1 ml PBS/2% FCS, centrifuged (700 × g, 5 min) and resuspended in 100 µl DNAse I working solution, followed by incubation for 1 h at 37 °C in the dark. Subsequently cells were washed twice with PBS/2% FCS, centrifuged (700 × g, 5 min) and 5 µl anti-BrdU antibody in 100 µl PBS/2% FCS was added, followed by 30 min incubation at RT in the dark. Then the cells were washed twice, 5 µl 7-AAD in 100 µl PBS/2% FCS was added and incubated for 1 min before flow cytometry analysis with a FACS Gallios (Beckman Coulter) and analyzed with the FlowJo software.

### Apoptosis measurement

For the assessment of apoptotic cells, isolated BM cells were applied to MACS lineage depletion as for cell sorting (see above) and 3 × 10^5^ lin^−^ cells were seeded in 300 µl StemSpan^TM^ medium supplemented with each 20 ng/ml IL-3 and IL-6 and 50 ng/ml SCF. After 48 and 72 h, apoptosis was measured using the Pacific Blue Annexin V Apoptosis Detection Kit with 7-AAD. Flow cytometry measurements were performed with the FACS Gallios system (Beckman Coulter) and analyzed with FlowJo software taking together the values of both time points, as they did not differ. Apoptotic cells in histological sections were identified using TdT-mediated dUTP-biotin nick end labeling (TUNEL) according to the specifications of the manufacturer (Promega).

### Complementation of *Ash2l* knockout

To generate viral particles for the infection of bone marrow cells, the lentiviral vector pLeGO-iT2-Puro+^90^ without (for empty virus, EV) or with the cDNA for human ASH2L (for hASH2L virus) was used. Together with the helper plasmids pMDLg/p RRE and pRSV-Rev^91^ and the envelope plasmid pLP/VSVG they were transfected into HEK293T cells by calcium phosphate precipitation. After 24 h the precipitate was washed away and the cells were refed. After a further 24 and 48 h the medium was collected and filtrated through a 0.45 µm cellulose acetate filter. Non-coated 6-well plates were treated successively with Retronectin (1:12.5 in PBS, 4 °C, overnight) and 2% human serum albumin (RT, 30 min). After washing with 1x HBSS the virus-containing medium was added in two successive rounds.

Lin^−^ cells (as for LSK cell sorting, see above) were grown for 48 h in IMDM medium supplemented with IL-3 and IL-6 (each 20 ng/ml), SCF (50 ng/ml) and 20% BIT 9500 serum substitute and then added to the virus-coated wells. After 48 h 4000 cells of knockout mice and 2000 cells of wt mice (transduced with EV vs. hASH2L virus, respectively) were seeded per well in 1 ml MethoCult GF (triplicates, 3 mice each) and colonies were counted after 7 days.

### Microarray

LSK cells were prepared (as for LSK cell sorting, see above), the RNA was isolated with the RNeasy Micro Kit and the quantity and quality was assessed using NanoDrop (Thermo Fisher Scientific) and Agilent Bioanalyzer (Agilent Technologies). Fourty ng RNA (RNA integrity number RIN >9) per sample was transcribed and labeled with the Ovation Pico WTA System v2 and the Encore Biotin Module (both Nugen). The resulting fragmented and biotinylated cDNA was hybridized to MTA-1.0 arrays and visualized using the Affymetrix GeneChip Fluidics Station 450 with the Affymetrix wash and stain kit (45 °C, 60 rpm, 18 h = hybridization conditions, FS450 0001 = wash and stain program). The data are uploaded as described in Table S1.

### Bioinformatics

Data were normalized with the Signal Space Transformation (SST) in conjunction with robust multiple-array (RMA) average normalization method (SST-RMA) (Affymetrix, Microarray normalization using Signal Space Transformation with probe Guanine Cytosine Count Correction). Differential gene expression was performed with Limma with a corrected p-value below 0.05. These genes were provided as input for a gene ontology (GO) enrichment analysis with g:profiler. Next, we used REVIGO to display the association between all enriched GO terms (p-value < 0.00001) from the biological process ontology.

### Quantification and statistical analysis

Error bars represent standard deviation (SD) of the mean, unless otherwise indicated. Statistical significance was evaluated by an unpaired, two-tailed Student’s t test using GraphPadPrism software, unless otherwise indicated (****p < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05).

### Ethical approval and informed consent

All procedures were approved by the Institute for Laboratory Animal Science and the local government (LANUV NRW, AZ 84-02.04.2013.A182) in accordance with German and EU regulations (also indicated in Material and Methods section).

### Gene expression analysis

GSE114433 (also indicated in Table S1).

## Supplementary information

Supplementary information

# Supplementary material for: Hematopoietic stem and progenitor cell proliferation and differentiation requires the trithorax protein Ash2l
**Source:** Sci Rep. 2019 Jun 4;9:8262. doi: 10.1038/s41598-019-44720-3
**Supplement:** Supplementary file 1 — Supplementary information

SUPPLEMENTARY INFORMATION

Hematopoietic stem and progenitor cell proliferation and differentiation requires the trithorax protein Ash2l

Juliane Lüscher-Firzlaff^{1,*}, Nicolas Chatain^{2,*}, Chao-Chung Kuo³, Till Braunschweig⁴, Agnieszka Bochyńska¹, Andrea Ullius^{1,†}, Bernd Denecke⁵, Ivan Costa³, Steffen Koschmieder^{2,‡}, and Bernhard Lüscher^{1,‡}

* Contributed equally

Table S1, key resources

Table S2, Primers for endpoint PCR

Table S3, Primers for RT-qPCR

Table S4, GO terms of down-regulated genes

Table S5, GO terms of up-regulated genes

Table S1**KEY RESOURCES TABLE**

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit monoclonal anti-ASH2L (D93F6)	Cell Signaling Technology	5019S, RRID:AB_1950350
Mouse monoclonal anti-actin (C4)	MP Biomedicals	08691001, RRID:AB_2336056
Rabbit monoclonal anti-Ki67	Thermo Fisher Scientific	RM-9106-S1, RRID:AB_2341197
Rabbit monoclonal anti-F4/80	Abcam	ab6640, RRID:AB_1140040
Rabbit polyclonal anti-Phospho-Histone H3 (Ser10)	Cell Signaling	9701, RRID:AB_331535
Rat anti-CD3 Monoclonal Antibody, PE-Cy5 Conjugated (Clone 17A2)	BD Biosciences	Cat# 555276, RRID:AB_395700
Rat anti-mouse CD3 Monoclonal Antibody, Pacific Blue Conjugated	BioLegend	Cat# 100214, RRID:AB_493645
Rat anti-CD4 Monoclonal Antibody, PE-Cy5 Conjugated (Clone RM4-5)	BD Biosciences	Cat# 553050, RRID:AB_394586
Rat anti-mouse CD4 Monoclonal Antibody, PE/Cy7 Conjugated (Clone RM4-5)	BioLegend	Cat# 100528, RRID:AB_312729
Rat anti-mouse CD8a Monoclonal Antibody, PE/Cy5 Conjugated (Clone 53-6.7)	BioLegend	Cat# 100710, RRID:AB_312749
Rat anti-mouse CD8a Monoclonal Antibody, APC Conjugated (Clone 53-6.7)	BioLegend	Cat# 100712, RRID:AB_312751
Rat anti-mouse/human CD11b Monoclonal Antibody, PE/Cy5 Conjugated (Clone M1/70)	BioLegend	Cat# 101210, RRID:AB_312793
Rat anti-mouse/human CD11b Monoclonal Antibody, PE/Cy7 Conjugated (Clone M1/70)	BioLegend	Cat# 101216, RRID:AB_312799
Rat anti-mouse CD16/CD32 Monoclonal Antibody, APC Conjugated (Clone 93)	Thermo Fisher Scientific	Cat# 17-0161-81, RRID:AB_469355
Rat anti-mouse CD34 Monoclonal Antibody, eFluor 450 Conjugated (Clone RAM34)	Thermo Fisher Scientific	Cat# 48-0341-82, RRID:AB_2043837
Rat anti-mouse CD41a Monoclonal Antibody, APC-eFluor 780 Conjugated (Clone MWReg30)	Thermo Fisher Scientific	Cat# 47-0411-82, RRID:AB_2573958
anti-mouse CD45.1 Monoclonal Antibody, Phycoerythrin Conjugated (Clone A20)	BD Biosciences	Cat# 553776, RRID:AB_395044
Rat anti-mouse/human CD45R/B220 Monoclonal Antibody, PE/Cy5 Conjugated (RA3-6B2)	BioLegend	Cat# 103210, RRID:AB_312995

Hamster anti-mouse CD48 Monoclonal Antibody, FITC Conjugated (HM48-1)	Biolegend	Cat# 103404,<br>RRID:AB_313019
Rat anti-mouse CD117/c-kit Monoclonal Antibody, APC / Cy7 Conjugated (Clone 2B8)	Biolegend	Cat# 105826,<br>RRID:AB_1626278
Rat anti-mouse CD150 (SLAMF) Monoclonal Antibody, APC Conjugated (Clone TC15-12F12.2)	Biolegend	Cat# 115910,<br>RRID:AB_493460
Rabbit polyclonal anti-H3K4me3	Abcam	ab8580,<br>RRID:AB_306649
Rabbit polyclonal anti-H3K4me1	Abcam	ab8895,<br>RRID:AB_306847
Rabbit polyclonal anti-H3	Abcam	ab1791,<br>RRID:AB_302613
Rabbit polyclonal anti-H3K9ac	Abcam	ab10812,<br>RRID:AB_297491
Peroxidase-AffiniPure Goat Anti-Rabbit IgG (H+L)	Jackson Immuno Research Labs	111-035-144,<br>RRID:AB_2307391
Peroxidase-AffiniPure Rat Anti-Mouse IgG (H+L)	Jackson Immuno Research Labs	415-035-166,<br>RRID:AB_2340269
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Molecular Probes	A11008,<br>RRID:AB_143165
Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 633	Molecular Probes	A21070,<br>RRID:AB_2535731
Rat anti-mouse Ly-6G/Ly-6C (Gr-1) Monoclonal Antibody, PE/Cy5 Conjugated (RB6-8C5)	Biolegend	Cat# 108410,<br>RRID:AB_313374
Rat anti-mouse Ly-6G/Ly-6C (Gr-1) Monoclonal Antibody, FITC Conjugated (Clone RB6-8C5)	Biolegend	Cat# 108405,<br>RRID:AB_313370
Streptavidin-Phycoerythrin-Cy7 antibody	BD Biosciences	Cat# 557598,<br>RRID:AB_10049577
Rat anti-mouse TER-119/Erythroid Cells Monoclonal Antibody, PE/Cy5 Conjugated (Clone TER-119)	Biolegend	Cat# 116210,<br>RRID:AB_313711
Rat anti-mouse TER-119/Erythroid Cells Monoclonal Antibody, APC Conjugated (Clone TER-119)	Biolegend	Cat# 116211,<br>RRID:AB_313712
ImmPress Peroxidase Kit, anti-rabbit	Vector Laboratories	MP-7401,<br>RRID:AB_2336529
ImmPress Peroxidase Kit, anti-rat	Vector Laboratories	MP-7404,<br>RRID:AB_2336531
Chemicals, Peptides, and Recombinant Proteins		
pIC: Poly(I:C)	InvivoGen	tlrl-pic
Protease inhibitor cocktail	Sigma-Aldrich	P8340
Sodium butyrate	Sigma-Aldrich	303410

SuperSignal™ West Femto Maximum Sensitivity Substrate	ThermoFisher Scientific	34095
Target retrieval solution, citrate, pH 6	Dako	S2369
Peroxidase blocking solution	Dako	S2023
Wash Buffer, 10x	Dako	S3006
Antibody diluent	Dako	S2022
DAB: diaminobenzidine	Dako	K3468
DAB ImmPact	Vector Laboratories	SK-4105,<br>RRID:AB_2336520
Mayer's hematoxylin	Dako	S3309
Stem Span SFEM	Stemcell Technologies	09600
Murine rec. IL-3	Immunotools	12340033
Murine rec. IL-6	Immunotools	12340063
Murine rec. SCF	Immunotools	12343325
MethoCult GF	Stemcell Technologies	M3434
IMDM	ThermoFisher Scientific	12440053
FCS: Fetal bovine serum (Gibco)	ThermoFisher Scientific	10500064
BIT 9500 serum substitute	Stemcell Technologies	09500
Polybrene: hexadimethrine bromide	Sigma-Aldrich	H9268
DAPI: 4',6-Diamidine-2'-phenylindole dihydrochloride (Roche)	Sigma-Aldrich	10236276001
BrdU: 5-Bromo-2'-deoxyuridine (Roche)	Sigma-Aldrich	10280879001
Retronectin	Takara	T100B
HBSS (Gibco)	ThermoFisher Scientific	14025092
Critical Commercial Assays		
High Pure PCR Template Preparation Kit	Roche	11 796 828 001
RNeasy Mini Kit	Qiagen	74106
RNeasy Micro Kit	Qiagen	74004
QuantiTect Reverse Transcription Kit	Qiagen	205313
Go Taq® Green Master Mix	Promega	M7123
5xPCR Master Mix	BioSell	91.731.1000
QuantiNova SYBR Green PCR Kit	Qiagen	208056
SensiMix Sybr No-Rox Kit	Bioline	QT650-20
SensiFast Sybr No-Rox Kit	Bioline	98020
Foxp3 / Transcription Factor Staining Buffer Set	eBioscience	00-5523
BrdU Staining Kit for Flow Cytometry FITC	eBioscience	8811-6600
DeadEnd Colorimetric TUNEL System	Promega	G7130
MACS Lineage Cell Depletion Kit (mouse)	Miltenyi Biotec	130-090-858
Pacific Blue Annexin V Apoptosis Detection Kit, 7-AAD	Biolegend	640926

Ovation Pico WTA System v2	Nugen	3302
Encore Biotin Module	Nugen	4200
Applied Biosystems GeneChip wash and stain kit	ThermoFisher Scientific	900720
Deposited Data		
GEO repository	https://www.ncbi.nlm.nih.gov/geo/	GSE114433<br>Token:<br>itylsieydtwblmj
Experimental Models: Cell Lines		
ES cells: C57BL/6N Ash2l ^{tm1a(EUCOMM)Wtsi}	EuMMCR	IKMC project 35610
Experimental Models: Organisms/Strains		
Mouse: C57BL/6N-Tyr ^{c-Brd} /BrdCrCl	Charles River	RRID:IMSR_CRL:493
Mouse: C57BL/6N Tg(CAG-Flpo)1Afst	Ref ¹	RRID:MMRRC_036512-UCD
Mouse: B6.Cg-Tg(Mx1-cre)1Cgn/J	Ref ²	RRID:IMSR_JAX:003556
Oligonucleotides		
Table S3: Primers for endpoint PCR	This paper	N/A
Table S4: Primers for RT-PCR	This paper	N/A
Recombinant DNA		
pLeGO-iT2-Puro+	Ref ³	
Plasmid pMDLg/p RRE	Addgene	12251
Plasmid pRSV-Rev	Addgene	12253
Plasmid pLP/VSVG	Invitrogen	K4975-00
Software and Algorithms		
Primer3web	http://primer3.ut.ee	4.1.0
Prism6	Graphpad	6.0h for MacOSX
NDP.view	Hamamatsu Photonics	2
FACSDIVA	BD Biosciences	6.1.3
Kaluza	Beckman Coulter	1.3
FlowJo	BD Biosciences	10.2
Expression Console software	ThermoFisher Scientific	TAC software 4.0.1
Limma	https://bioconductor.org/packages/release/bioc/html/limma.html	3.7
g:profiler	https://biit.cs.ut.ee/gprofiler/	Version r1741_e90_eg37
REVIGO	http://revigo.irb.hr/	1.0
Other		

GeneChip Mouse Transcriptome Assay	Affymetrix	MTA-1

References

- 1 Kranz, A. *et al.* An improved Flp deleter mouse in C57Bl/6 based on Flpo recombinase. *Genesis* **48**, 512-520, doi:10.1002/dvg.20641 (2010).
- 2 Kuhn, R., Schwenk, F., Aguet, M. & Rajewsky, K. Inducible gene targeting in mice. *Science* **269**, 1427-1429 (1995).
- 3 Weber, K., Mock, U., Petrowitz, B., Bartsch, U. & Fehse, B. Lentiviral gene ontology (LeGO) vectors equipped with novel drug-selectable fluorescent proteins: new building blocks for cell marking and multi-gene analysis. *Gene Ther* **17**, 511-520, doi:10.1038/gt.2009.149 (2010).

Table S2

Primers for endpoint PCR		
Cre _{for} : catttgggcccagctaaacat	IKMC project 35610	Cre_F
Cre _{rev} : taagcaatccccagaaatgc	IKMC project 35610	Cre_R
P1: catccacaggtcatgtctgc	IKMC project 35610	loxP for
P2: agccgtgatggagtgtaacc	IKMC project 35610	loxP rev
P3: aaggcgcataacgataccac	IKMC project 35610	5FRT-F
P4: actgatggcgagctcagacc	IKMC project 35610	floxed LR

Table S3

Primers for RT-qPCR		
Mm_Ash2l exon4 _{for} : ccgctgacaccttgaata	This paper	Not applicable
Mm_Ash2l exon4 _{rev} : ttgctccggagaaagtagg	This paper	Not applicable
Mm_Car1_2_SG	Qiagen	QT02533139
Mm_Cdh17_1_SG	Qiagen	QT01055110
Mm_Chil3_1_SG	Qiagen	QT00108829
Mm_Cited 2 _{for} : catcggtgtccctctatgt	This paper	Not applicable
Mm_Cited 2 _{rev} : atggtctgccatttcagtc	This paper	Not applicable
Mm_Dntt_1_SG	Qiagen	QT00112693
Mm_Gusb_1_SG	Qiagen	QT00176715
Mm_Irf8 _{for} : ggatgtgtgaccggaatggt	This paper	Not applicable
Mm_Irf8 _{rev} : tgcccaggccttaaaatgga	This paper	Not applicable
Mm_Mgam_2_SG	Qiagen	QT01750616
Mm_Myc_1_SG	Qiagen	QT00096194
Mm_Plk1_1_SG	Qiagen	QT00112371
Mm_Prg2_1_SG	Qiagen	QT00133007
Mm_S100a9 _{for} : cagcataaccaccatcatcg	This paper	Not applicable
Mm_S100a9 _{rev} : aaaggttgccaactgtgctt	This paper	Not applicable
Mm_Serpina3f_1_SG	Qiagen	QT00300482

Table S4. GO terms of down-regulated genes.

**term.id**	**term.name**	**domain**	**p-value**
GO:0007067	mitotic nuclear division	BP	3,16E-33
GO:1903047	mitotic cell cycle process	BP	4,39E-32
GO:0007049	cell cycle	BP	9,62E-32
GO:0000280	nuclear division	BP	9,68E-32
GO:0022402	cell cycle process	BP	1,2E-31
GO:0048285	organelle fission	BP	2,29E-31
GO:0000278	mitotic cell cycle	BP	7,76E-30
GO:0005694	chromosome	CC	7,72E-29
GO:0007059	chromosome segregation	BP	2,78E-25
GO:0051301	cell division	BP	3,27E-25
GO:0044427	chromosomal part	CC	4,39E-24
GO:0000793	condensed chromosome	CC	9,51E-24
GO:0051276	chromosome organization	BP	4,13E-21
GO:0000779	condensed chromosome, centromeric region	CC	1,75E-20
GO:0098687	chromosomal region	CC	1,55E-19
GO:0000776	kinetochore	CC	1,65E-19
GO:0000775	chromosome, centromeric region	CC	3,39E-19
GO:0000777	condensed chromosome kinetochore	CC	2,81E-18
GO:0005819	spindle	CC	4,07E-17
GO:0098813	nuclear chromosome segregation	BP	2,41E-16
GO:0000226	microtubule cytoskeleton organization	BP	2,61E-14
GO:0015630	microtubule cytoskeleton	CC	8,31E-14
GO:0000228	nuclear chromosome	CC	8,98E-14
GO:0007017	microtubule-based process	BP	1,28E-13
GO:0044815	DNA packaging complex	CC	2,13E-13
GO:0044454	nuclear chromosome part	CC	6,46E-13
GO:0051726	regulation of cell cycle	BP	8,39E-13
GO:0000070	mitotic sister chromatid segregation	BP	4,21E-12
GO:0031109	microtubule polymerization or depolymerization	BP	5,11E-12
GO:0070507	regulation of microtubule cytoskeleton organization	BP	9,53E-12
GO:0000819	sister chromatid segregation	BP	1,13E-11
GO:0000786	nucleosome	CC	2,12E-11
GO:0010564	regulation of cell cycle process	BP	4,19E-11
GO:0000785	chromatin	CC	7,14E-11
GO:0032886	regulation of microtubule-based process	BP	9,56E-11
GO:0008017	microtubule binding	MF	1,22E-10
GO:0044430	cytoskeletal part	CC	1,62E-10
GO:0051302	regulation of cell division	BP	1,78E-10
GO:0000910	cytokinesis	BP	2,38E-10
GO:0006323	DNA packaging	BP	4,1E-10
GO:0005856	cytoskeleton	CC	5,11E-10
GO:0000780	condensed nuclear chromosome, centromeric region	CC	7,35E-10
GO:0005876	spindle microtubule	CC	1,8E-09
GO:0007019	microtubule depolymerization	BP	2,13E-09
GO:0007010	cytoskeleton organization	BP	2,84E-09
GO:0032993	protein-DNA complex	CC	5,19E-09
GO:0071103	DNA conformation change	BP	8,67E-09
GO:0034502	protein localization to chromosome	BP	9,87E-09
GO:0008608	attachment of spindle microtubules to kinetochore	BP	1,17E-08
GO:0031110	regulation of microtubule polymerization or depolymerization	BP	1,18E-08
GO:0006325	chromatin organization	BP	1,42E-08
GO:0030496	midbody	CC	1,79E-08
GO:0072686	mitotic spindle	CC	1,95E-08
GO:0005813	centrosome	CC	2,75E-08
GO:0015631	tubulin binding	MF	0,000000035
GO:0000940	condensed chromosome outer kinetochore	CC	3,55E-08
GO:0051781	positive regulation of cell division	BP	5,07E-08
KEGG:04110	Cell cycle	keg	6,08E-08
GO:0007051	spindle organization	BP	7,34E-08
GO:0005815	microtubule organizing center	CC	8,93E-08

GO:0005874	microtubule	CC	9,54E-08
GO:0051493	regulation of cytoskeleton organization	BP	0,000000149
GO:0007346	regulation of mitotic cell cycle	BP	0,000000152
GO:0071459	protein localization to chromosome, centromeric region	BP	0,000000181
GO:0033043	regulation of organelle organization	BP	0,000000193
GO:0051261	protein depolymerization	BP	0,000000328
GO:0071822	protein complex subunit organization	BP	0,00000036
GO:0065004	protein-DNA complex assembly	BP	0,000000483
GO:0010639	negative regulation of organelle organization	BP	0,000000599
GO:0007026	negative regulation of microtubule depolymerization	BP	0,000000613
GO:0000778	condensed nuclear chromosome kinetochore	CC	0,000000746
GO:0031114	regulation of microtubule depolymerization	BP	0,000000751
GO:0090068	positive regulation of cell cycle process	BP	0,000000813
GO:0000794	condensed nuclear chromosome	CC	0,00000112
GO:0045787	positive regulation of cell cycle	BP	0,00000119
GO:0043624	cellular protein complex disassembly	BP	0,0000012
GO:0044877	macromolecular complex binding	MF	0,00000136
GO:0031111	negative regulation of microtubule polymerization or depolymerization	BP	0,00000149
GO:0061640	cytoskeleton-dependent cytokinesis	BP	0,00000153
GO:0045786	negative regulation of cell cycle	BP	0,00000158
GO:0000281	mitotic cytokinesis	BP	0,00000176
GO:0051494	negative regulation of cytoskeleton organization	BP	0,00000198
GO:0051983	regulation of chromosome segregation	BP	0,00000376
GO:0071824	protein-DNA complex subunit organization	BP	0,00000383
GO:0043241	protein complex disassembly	BP	0,00000478
GO:0007052	mitotic spindle organization	BP	0,00000509
GO:0030097	hemopoiesis	BP	0,00000615
GO:0000922	spindle pole	CC	0,00000938
GO:0032984	macromolecular complex disassembly	BP	0,00000965
GO:0070271	protein complex biogenesis	BP	0,0000123
GO:0006461	protein complex assembly	BP	0,0000123
GO:1901880	negative regulation of protein depolymerization	BP	0,0000142
GO:0043242	negative regulation of protein complex disassembly	BP	0,0000166
GO:0051129	negative regulation of cellular component organization	BP	0,000017
GO:0019899	enzyme binding	MF	0,0000205
KEGG:05322	Systemic lupus erythematosus	keg	0,0000256
GO:0044770	cell cycle phase transition	BP	0,0000263
GO:0048534	hematopoietic or lymphoid organ development	BP	0,0000265
GO:0065003	macromolecular complex assembly	BP	0,0000315
GO:1901879	regulation of protein depolymerization	BP	0,0000351
GO:0022411	cellular component disassembly	BP	0,000038
GO:1901987	regulation of cell cycle phase transition	BP	0,0000386
GO:0099513	polymeric cytoskeletal fiber	CC	0,0000417
GO:0000075	cell cycle checkpoint	BP	0,0000446
GO:0031577	spindle checkpoint	BP	0,0000484
GO:0099512	supramolecular fiber	CC	0,000051
GO:0044772	mitotic cell cycle phase transition	BP	0,0000521
GO:0051321	meiotic cell cycle	BP	0,0000619
GO:0043244	regulation of protein complex disassembly	BP	0,0000619
GO:0005871	kinesin complex	CC	0,0000641
GO:0007088	regulation of mitotic nuclear division	BP	0,0000773
GO:0002520	immune system development	BP	0,0000796
GO:1901990	regulation of mitotic cell cycle phase transition	BP	0,0000813
GO:0051783	regulation of nuclear division	BP	0,0000863
GO:0000788	nuclear nucleosome	CC	0,0000916
GO:0006333	chromatin assembly or disassembly	BP	0,0000937
GO:0051233	spindle midzone	CC	0,000106
GO:0051225	spindle assembly	BP	0,00012
GO:0031497	chromatin assembly	BP	0,000123
GO:0035173	histone kinase activity	MF	0,00015
GO:0016572	histone phosphorylation	BP	0,000179
GO:0030261	chromosome condensation	BP	0,000228
GO:0006334	nucleosome assembly	BP	0,000237

GO:0019900	kinase binding	MF	0,000242
GO:0000790	nuclear chromatin	CC	0,000253
GO:0032467	positive regulation of cytokinesis	BP	0,000289
GO:0034501	protein localization to kinetochore	BP	0,000323
HP:0010976	B lymphocytopenia	hp	0,000402
GO:0045930	negative regulation of mitotic cell cycle	BP	0,000431
GO:0008283	cell proliferation	BP	0,000483
GO:0042127	regulation of cell proliferation	BP	0,000497
GO:0005875	microtubule associated complex	CC	0,000518
GO:0051640	organelle localization	BP	0,000521
GO:0032403	protein complex binding	MF	0,000544
HP:0010975	Abnormality of B cell number	hp	0,000595
GO:0003777	microtubule motor activity	MF	0,000804
GO:0045931	positive regulation of mitotic cell cycle	BP	0,000849
GO:0071168	protein localization to chromatin	BP	0,000882
GO:0008574	ATP-dependent microtubule motor activity, plus-end-directed	MF	0,000882
KEGG:05034	Alcoholism	keg	0,000988
GO:0050000	chromosome localization	BP	0,001
GO:0051303	establishment of chromosome localization	BP	0,001
GO:0007126	meiotic nuclear division	BP	0,0011
GO:0046983	protein dimerization activity	MF	0,00138
GO:0051310	metaphase plate congression	BP	0,00147
GO:0032465	regulation of cytokinesis	BP	0,00153
GO:1903046	meiotic cell cycle process	BP	0,00167
GO:0006342	chromatin silencing	BP	0,00176
GO:0034728	nucleosome organization	BP	0,0019
GO:0019901	protein kinase binding	MF	0,00195
GO:1990939	ATP-dependent microtubule motor activity	MF	0,00202
GO:0051304	chromosome separation	BP	0,00258
GO:0045814	negative regulation of gene expression, epigenetic	BP	0,00258
GO:0046982	protein heterodimerization activity	MF	0,00336
GO:1902850	microtubule cytoskeleton organization involved in mitosis	BP	0,00396
GO:0090307	mitotic spindle assembly	BP	0,00396
GO:0051656	establishment of organelle localization	BP	0,00405
GO:0008092	cytoskeletal protein binding	MF	0,00439
GO:0010948	negative regulation of cell cycle process	BP	0,00443
GO:0097149	centralspindlin complex	CC	0,00486
GO:0044839	cell cycle G2/M phase transition	BP	0,00534
GO:0006259	DNA metabolic process	BP	0,00614
GO:0007080	mitotic metaphase plate congression	BP	0,00631
GO:0040029	regulation of gene expression, epigenetic	BP	0,00669
HP:0002664	Neoplasm	hp	0,00687
HP:0011793	Neoplasm by anatomical site	hp	0,00712
GO:0006468	protein phosphorylation	BP	0,00753
HP:0040088	Abnormal lymphocyte count	hp	0,00799
GO:0051297	centrosome organization	BP	0,00912
HP:0100280	Crohn's disease	hp	0,0102
GO:0007093	mitotic cell cycle checkpoint	BP	0,0128
GO:0051338	regulation of transferase activity	BP	0,0136
GO:0042113	B cell activation	BP	0,015
GO:0033045	regulation of sister chromatid segregation	BP	0,0154
GO:0031023	microtubule organizing center organization	BP	0,0162
GO:1990752	microtubule end	CC	0,0165
GO:1902749	regulation of cell cycle G2/M phase transition	BP	0,0174
GO:0051290	protein heterotetramerization	BP	0,0181
GO:0007127	meiosis I	BP	0,0182
GO:0051988	regulation of attachment of spindle microtubules to kinetochore	BP	0,0186
GO:0007076	mitotic chromosome condensation	BP	0,0186
KEGG:05203	Viral carcinogenesis	keg	0,0186
GO:0000942	condensed nuclear chromosome outer kinetochore	CC	0,0193
GO:0051785	positive regulation of nuclear division	BP	0,0196
GO:0016458	gene silencing	BP	0,0202
HP:0002743	Recurrent enteroviral infections	hp	0,0216

GO:0002521	leukocyte differentiation	BP	0,0223
HP:0004377	Hematological neoplasm	hp	0,0227
GO:0051240	positive regulation of multicellular organismal process	BP	0,023
GO:0000784	nuclear chromosome, telomeric region	CC	0,024
GO:1901988	negative regulation of cell cycle phase transition	BP	0,0257
GO:2000026	regulation of multicellular organismal development	BP	0,0263
GO:0016570	histone modification	BP	0,0265
GO:0031145	anaphase-promoting complex-dependent proteasomal ubiquitin-dependent protein catabolic process	BP	0,0276
GO:0008284	positive regulation of cell proliferation	BP	0,0314
GO:0000086	G2/M transition of mitotic cell cycle	BP	0,0341
GO:0051782	negative regulation of cell division	BP	0,0341
GO:0016569	covalent chromatin modification	BP	0,0354
GO:0016568	chromatin modification	BP	0,0359
GO:1902099	regulation of metaphase/anaphase transition of cell cycle	BP	0,0378
GO:0030071	regulation of mitotic metaphase/anaphase transition	BP	0,0378
GO:0051094	positive regulation of developmental process	BP	0,0391
GO:0034622	cellular macromolecular complex assembly	BP	0,0411
GO:0044784	metaphase/anaphase transition of cell cycle	BP	0,0433
GO:0045840	positive regulation of mitotic nuclear division	BP	0,0433
GO:0007091	metaphase/anaphase transition of mitotic cell cycle	BP	0,0433
HP:0100658	Cellulitis	hp	0,0465
GO:0032133	chromosome passenger complex	CC	0,0477
CORUM:5547	Cdc2-Ccnb1 complex	cor	0,0499
CORUM:5706	CyclinB1-Cdc2 complex	cor	0,0499

Table S5. GO terms of up-regulated genes.

**term.id**	**term.name**	**domain**	**p-value**
GO:0006955	immune response	BP	4,11E-14
GO:0006952	defense response	BP	1,02E-12
GO:0032101	regulation of response to external stimulus	BP	2,54E-12
GO:0002682	regulation of immune system process	BP	3,24E-12
GO:0002252	immune effector process	BP	2,48E-10
GO:0006954	inflammatory response	BP	9,56E-10
GO:1903034	regulation of response to wounding	BP	1,98E-08
GO:0080134	regulation of response to stress	BP	2,75E-08
GO:0001816	cytokine production	BP	4,49E-08
GO:0050776	regulation of immune response	BP	5,29E-08
KEGG:04060	Cytokine-cytokine receptor interaction	keg	1,22E-07
GO:0002684	positive regulation of immune system process	BP	1,33E-07
GO:0031347	regulation of defense response	BP	1,42E-07
GO:0009611	response to wounding	BP	4,92E-07
GO:0032103	positive regulation of response to external stimulus	BP	5,09E-07
GO:0009986	cell surface	CC	5,93E-07
GO:0001775	cell activation	BP	6,28E-07
GO:0045087	innate immune response	BP	8,4E-07
GO:0009897	external side of plasma membrane	CC	8,52E-07
GO:0051240	positive regulation of multicellular organismal process	BP	0,000002
GO:0001817	regulation of cytokine production	BP	6,47E-06
GO:0009607	response to biotic stimulus	BP	6,48E-06
GO:0051707	response to other organism	BP	9,57E-06
GO:0005615	extracellular space	CC	9,69E-06
GO:0043207	response to external biotic stimulus	BP	9,81E-06
GO:0048584	positive regulation of response to stimulus	BP	1,35E-05
GO:0031349	positive regulation of defense response	BP	1,43E-05
GO:0045321	leukocyte activation	BP	1,43E-05
GO:0004896	cytokine receptor activity	MF	0,000015
GO:0001819	positive regulation of cytokine production	BP	2,11E-05
GO:0098552	side of membrane	CC	2,38E-05
GO:0050900	leukocyte migration	BP	2,83E-05
GO:0060326	cell chemotaxis	BP	3,27E-05
GO:0007155	cell adhesion	BP	6,48E-05
GO:1903036	positive regulation of response to wounding	BP	7,56E-05
GO:0022610	biological adhesion	BP	7,93E-05
GO:0030595	leukocyte chemotaxis	BP	8,73E-05
GO:0050865	regulation of cell activation	BP	9,44E-05
GO:0002366	leukocyte activation involved in immune response	BP	0,000116
GO:0002263	cell activation involved in immune response	BP	0,00013
GO:0002274	myeloid leukocyte activation	BP	0,000157
GO:0050778	positive regulation of immune response	BP	0,000277
GO:0002520	immune system development	BP	0,00029
GO:0002521	leukocyte differentiation	BP	0,000467
GO:0048534	hematopoietic or lymphoid organ development	BP	0,000472
GO:0098542	defense response to other organism	BP	0,000532
GO:0050727	regulation of inflammatory response	BP	0,000568
GO:0030097	hemopoiesis	BP	0,000625
GO:0050786	RAGE receptor binding	MF	0,000863
GO:0002694	regulation of leukocyte activation	BP	0,000992
GO:0046903	secretion	BP	0,00103
GO:0034097	response to cytokine	BP	0,00114
GO:0050777	negative regulation of immune response	BP	0,00124

GO:0002443	leukocyte mediated immunity	BP	0,00128
GO:0002687	positive regulation of leukocyte migration	BP	0,00145
GO:0019221	cytokine-mediated signaling pathway	BP	0,00179
GO:1902533	positive regulation of intracellular signal transduction	BP	0,00184
GO:0050866	negative regulation of cell activation	BP	0,00195
GO:0002683	negative regulation of immune system process	BP	0,00205
GO:0002685	regulation of leukocyte migration	BP	0,00207
GO:0002697	regulation of immune effector process	BP	0,00219
GO:0050921	positive regulation of chemotaxis	BP	0,00225
GO:0097529	myeloid leukocyte migration	BP	0,00233
GO:1902105	regulation of leukocyte differentiation	BP	0,00259
GO:1903706	regulation of hemopoiesis	BP	0,00276
GO:0002764	immune response-regulating signaling pathway	BP	0,00309
GO:0071345	cellular response to cytokine stimulus	BP	0,00362
GO:0009617	response to bacterium	BP	0,00412
GO:0005102	receptor binding	MF	0,00484
GO:1903708	positive regulation of hemopoiesis	BP	0,00489
GO:1902531	regulation of intracellular signal transduction	BP	0,0053
GO:0002444	myeloid leukocyte mediated immunity	BP	0,00545
GO:0009615	response to virus	BP	0,00592
GO:0002237	response to molecule of bacterial origin	BP	0,00612
GO:0002695	negative regulation of leukocyte activation	BP	0,00692
GO:1902107	positive regulation of leukocyte differentiation	BP	0,00692
GO:0010647	positive regulation of cell communication	BP	0,00947
GO:0048520	positive regulation of behavior	BP	0,0118
GO:0002292	T cell differentiation involved in immune response	BP	0,0136
GO:0006935	chemotaxis	BP	0,0142
GO:0042330	taxis	BP	0,0149
GO:0002690	positive regulation of leukocyte chemotaxis	BP	0,0161
GO:1903035	negative regulation of response to wounding	BP	0,0164
GO:0002285	lymphocyte activation involved in immune response	BP	0,0193
GO:0032496	response to lipopolysaccharide	BP	0,0193
GO:0002526	acute inflammatory response	BP	0,0205
GO:0061041	regulation of wound healing	BP	0,0205
GO:0023056	positive regulation of signaling	BP	0,0205
GO:0009967	positive regulation of signal transduction	BP	0,0208
KEGG:04142	Lysosome	keg	0,0241
GO:2000026	regulation of multicellular organismal development	BP	0,0247
GO:0002819	regulation of adaptive immune response	BP	0,0262
GO:0005509	calcium ion binding	MF	0,0288
GO:0050729	positive regulation of inflammatory response	BP	0,0347
GO:0098609	cell-cell adhesion	BP	0,0349
GO:0042060	wound healing	BP	0,0453
GO:0007596	blood coagulation	BP	0,0469
GO:0050878	regulation of body fluid levels	BP	0,047
GO:0002250	adaptive immune response	BP	0,047
GO:0051094	positive regulation of developmental process	BP	0,0483
GO:0032102	negative regulation of response to external stimulus	BP	0,0498
GO:0031232	extrinsic component of external side of plasma membrane	CC	0,0499
CORUM:44	CASK-MINT complex	cor	0,05

How the deposited data were processed for this re-analysis (not part of the article)

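The data are gene-level signals of 6 MTA-1.0 arrays of sorted LSK cells, 3 from Ash2l KO and 3 from control mice, taken on day 10 after 3 injections of pIC at 10 mg/kg as the paper gives it; each array received 40 ng of RNA. The authors processed the arrays together with SST-RMA (TAC software 4.0.1) and deposited log2 values, which were used as they stand. They range from 2.37 to 19.89, and the array medians were 6.09, 6.02 and 6.08 for KO and 6.06, 6.04 and 6.09 for control. All 65956 probe sets were tested without a filter, and 0 per-sample columns were left unused. Whether each array stands for 1 animal or for a pool is not clearly stated, so that the spread between arrays is that between samples.
Of the probe sets, 30604 carry 1 symbol and 681 several names of 1 gene, 1465 name several genes and 33206 none; 1146 names were updated, and 440 genes have more than 1 named probe set, of which the one with the highest mean over the 6 arrays stands for the gene. Of 32 genes that the paper names, 30 have a named probe set; the others are not analysed here.
KO and control arrays were compared with limma 3.58.1 (R 4.3.3; the paper lists limma 3.7) by a linear model with an empirical Bayes step, equal array weights and no block, and p-values were adjusted over all probe sets by Benjamini and Hochberg. Probe sets were counted at the paper's criterion of over 2-fold and an unadjusted p under 0.01, and at an adjusted p under 0.05. For 30 gene lists, written before the data were examined but with the paper known, limma's camera was used. It had a preset correlation of 0.01 and 1 probe set per gene, with adjustment over the lists. Over-representation among called genes was tested with Fisher's exact test, one-sided, against 30730 genes. This test takes genes as independent, so that its p-values do not measure replication over the arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The text names every gene that the paper names for this experiment, the 12 largest increases and the 12 largest decreases, of each list described up to 4 members with the largest change among those past the test, and all members of lists of 8 or fewer genes. No gene passed an adjusted p under 0.05 over all probe sets, so the largest changes were taken at an unadjusted p under 0.01, and the list members at a p adjusted over the list alone, a reading settled after the values were seen. Predicted genes, receptor segments and microRNAs were left out of the largest changes.
The test was tried on simulated data with independent noise for 65956 probe sets and 3 arrays per group, in which 50 probe sets each were changed by 1, 2, 3 or 4 on the log2 scale. The mean changes recovered were 0.92, 1.96, 3.03 and 3.99. The paper's criterion found 25, 49, 50 and 50 of them, and an adjusted p under 0.05 found 21, 48, 50 and 50. Among 65756 unchanged probe sets, 691 (1.05%) had a p under 0.01, 78 passed the paper's criterion and 10 an adjusted p under 0.05. The simulated noise had no array lying apart as control replicate 3 does, so these counts do not give the power of the real comparison. On the real arrays Stfa1, with a log2 fold change of 7.74, did not pass (adjusted p = 0.171 from limma). Of 30 simulated lists, the 1 shifted list was found and 0 unchanged ones were called. The simulated lists held independent probe sets, whereas the correlation within the real interferon list was estimated at 0.759. The simulation therefore does not show that camera with a preset correlation makes few false calls on such lists.
The alternatives were probe sets above the median, probe sets with 1 gene symbol, quantile normalization, median centring, limma with trend and robust priors, array weights, the methods' t-test, a block by replicate number or by label number, each gene counted once, the mean of a gene's probe sets, camera with an estimated correlation, fry, and leaving out each array in turn. In the label number block, KO replicate 2 and control replicate 3 have numbers of their own and add nothing to the comparison. Leaving out control replicate 3 in the list tests other than camera with a preset correlation was added after the data were seen.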

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

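The tests of control replicate 3, of the granulocyte genes and of the sex-linked transcripts, and the counts adjusted over the list alone, were chosen only after the result was seen, and the splits of the arrays were planned.
Of 30 gene lists, 17 passed camera, and 11 of these (6 higher, 5 lower) are not treated as groups in the paper's text on the arrays, although its supplementary GO tables hold related terms such as lysosome, response to virus and B cell activation, and single members such as Dntt, Chil3 and Pf4 appear in its text and figures; none of the 17 passed with an estimated correlation, where the smallest adjusted p was 0.481. The interferon response genes had a median log2 fold change of 0.97 and the mature granulocyte genes of 1.03. Genes of T and NK cells had a median of 0.43, those of granulocyte-monocyte progenitors of 0.43, those of megakaryocytes of 0.39 and those of lysosomes of 0.04. Lower were the genes of lymphoid priming and B-cell development at -1.13 (adjusted p = 0.00162 in camera, 0.541 with an estimated correlation; 0.113 without KO replicate 1, 0.0660 without control replicate 2), with Dntt, Bcl11a (-1.38), Flt3 (-1.22) and Il12a (-0.96) past limma adjusted over the list alone. The immediate early and stress genes stood at -0.42 (adjusted p = 1.77e-04 in camera, 0.541 with an estimated correlation), a shift carried largely by control replicate 3, where they stood at 0.49 against -0.06 and -0.03 in the other controls and -0.20 to -0.17 in the KO arrays (median of -0.22 without it, adjusted p = 0.0295 in camera, 0.448 with an estimated correlation), and the genes of MYC and ribosome biogenesis at -0.15. The dendritic cell genes stood at -0.38 (adjusted p = 0.0230, 0.541 with an estimated correlation; 0.180 without KO replicate 1, 0.0740 without KO replicate 3, 0.0660 without control replicate 2), with Flt3 and Xcr1 (-0.56) past adjusted over the list alone, and the plasma and mature B-cell genes at -0.34 (adjusted p = 0.0344, 0.541 with an estimated correlation; 0.180 without KO replicate 1, 0.131 without KO replicate 3, 0.128 without control replicate 1), with Ighm (-1.83), Sdc1 (-0.80) and Xbp1 (-0.71).
Control replicate 3 lay apart from control replicates 1 and 2, with interferon genes higher by a median of 1.29, HSC genes by 0.74 and lymphoid genes at -1.60. On probe sets called between 2 KO arrays and the other controls, its median positions were 0.238, 0.205 and 0.251, where 0 is the KO mean and 1 the mean of the other controls, each above that of the KO array held out in the same run (0.0848, -0.0608 and 0.131), and Dntt (14.14, KO 9.73 to 10.16) and Chil3 (6.08, KO 11.14 to 14.37), which the study picked on these arrays, lay on the side of the controls. A KO sample under a control label with Ash2l deleted as in the other KO samples is argued against by Ash2l, which stood 0.59 above the KO mean at an SD of 0.19 within groups, and what stays open is a KO sample with another extent of deletion, since the held-out KO arrays differed among themselves by about as much as control replicate 3 lay above them; the paper's measures of exon 4 Ash2l RNA and of recombination run the way the labels say for the groups, and values of them per array are not used here. KO RNA mixed in at one share is argued against, since the share needed was 0.877 for interferon and 0.128 for mature granulocyte genes, a difference of 0.749 with interquartile ranges that do not overlap. A lower share of lymphoid and B-lineage cells stays open, although lineage depletion and the LSK sort would remove mature B-lineage cells. Megakaryocyte genes lay 1.23 above granulocyte-monocyte progenitor genes, but the latter stood at medians of 0.24 against control replicate 1 and -1.25 against control replicate 2. A different response of that sample to the injections may be involved and was not tested, and the list pairs were chosen with their medians in view.
Mature granulocyte genes were higher in the KO arrays, S100a8 by 4.07 and S100a9 by 3.84 on the log2 scale (1.50 for S100a9 without control replicate 3, in which S100a8 read 9.99), although lineage depletion and the LSK sort would remove such cells. RNA of bone marrow neutrophils cannot be told apart from a change within LSK cells: 3 of 6 secondary granule genes were higher (Lcn2 1.39, Mmp8 1.08, Cd177 0.13) and 3 lower (Ngp -2.15, Camp -1.30, Ltf -0.67), with a median of -0.27 and quartiles of -1.14 and 0.84. The decreases were largest against control replicate 1. Ngp read 10.45, 7.61 and 5.48 in control replicates 1 to 3 (KO 5.35 to 6.24), and Camp 9.98, 8.33 and 6.40 (KO 6.71 to 7.18). Control replicate 1 also read 16.58 for S100a9, above KO replicates 2 and 3 (16.22 and 16.00), but 16.44 for S100a8, below every KO array. RNA of mature blood neutrophils stays open too. Il1b and Mmp9, the larger of which had a log2 fold change of -0.02, lay at the 39.5th and 18.1th percentile of the controls. A small rise may stay unseen at such signals. Csta3 rose by 4.98 on the log2 scale from the 37.8th percentile, but it was picked among the largest increases. Its rise does not show that the probe sets of Il1b and Mmp9 would respond.
Xist and Y-linked transcripts occurred together in 3 arrays, KO replicate 1 and control replicates 1 and 3. The shares of female-type Xist and male-type Y-linked signal in them summed to 0.819, 1.14 and 0.976. RNA of male and female mice in 1 sample would give sums near 1, but the arrays with Y-linked transcripts and without Xist gave 0.640 and 1.36, a spread as wide as that of the bounds of 0.7 and 1.4 set for the test, so that the sums decide nothing. The levels themselves argue against RNA of 1 sex only in these 3 arrays. Xist read 12.86 to 16.45 there, against 7.01 and 7.13 in the arrays without it. Y-linked transcripts read 7.65 to 11.38, against 5.66 to 5.81 in KO replicate 2. How RNA of both sexes came into 1 sample was not tested. The labels do not give the sexes of the mice, but the other arrays differed in sex-linked signal: Xist was at 16.65 in KO replicate 2, with Y-linked transcripts at 5.66 to 5.81, and at 7.01 and 7.13 in KO replicate 3 and control replicate 2, with Eif2s3y at 11.17 and 11.19.
The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave 259 lower and 392 higher probe sets, against at most 87 and 93 in any other, with 1 split as large for each, the real one. At adjusted p under 0.05 all 10 splits gave 0 lower and 0 higher with limma (3827 and 3355 at unadjusted p under 0.05 in the real one). For gene list shifts the real split gave 17 and the highest other 18, and 3 splits, the real one included, were as large.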

How the results depend on the processing

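The list tests without control replicate 3 by estimated correlation, by fry and by over-representation were chosen only after the result was seen; the other alternatives were set before the data were examined, and the cause was not tested unless an alternative's own construction shows it. Limma's counts of 259 lower and 392 higher probe sets stayed within 1.5 times under quantile normalization (236 and 400), median centring (245 and 378), probe sets above the median (232 and 329), a replicate number block (218 and 335) and trend and robust priors (267 and 412). They were 486 and 683 with array weights, 750 and 944 with a label number block, 77 and 101 with the methods' t-test, and 0 and 0 with over 2-fold at adjusted p under 0.05 (3827 and 3355 at unadjusted p under 0.05). KO replicate 2 and control replicate 3 each have a label number of their own. The label number block therefore compares only KO replicates 1 and 3 with control replicates 1 and 2, and its results also reflect the loss of those 2 arrays. Counting each gene once gave 148 and 166, and probe sets with 1 gene symbol only 149 and 151, from fewer probe sets tested. Leaving out 1 array gave 165 to 859 lower and 189 to 1226 higher: 169 lower without KO replicate 1, 165 and 189 without KO replicate 2, 201 higher without control replicate 1, and 859 and 1226 without control replicate 3. At adjusted p under 0.05 limma called 0 and 0; array weights gave 1 lower and 2 higher, quantile normalization 2 higher and median centring 1 higher. Leaving out 1 array gave 0 to 914 lower and 0 to 1418 higher, with 3 higher without KO replicate 3, and 0 to 64 of the 100 named genes passed, 1 without KO replicate 3 and 64 without control replicate 3. Of the 651 probe sets called at over 2-fold, 602 were also called without control replicate 3. Camera called 17 lists, against 0 with an estimated correlation and 0 with fry; without control replicate 3 these were 0 and 3. Of the list and direction pairs, 12 were over-represented, 0 with calls at adjusted p under 0.05, where no gene was called, and 20 without control replicate 3. The deviations of arrays with the same replicate number correlated at 0.156, -0.171 and -0.169, so that the numbers do not pair the arrays for a block, and those of the 2 pairs with the same label number at 0.156 and 0.162. Among named genes, 19 of the values at all alternatives reversed, 65 passed the test newly and 1513 kept direction and side; none of the genes that reversed had passed limma over all probe sets. With the label number block the log2 fold change was 0 for Dpy30, 0.48 for Eif2s3y, 0.03 for Kdm1a, -0.07 for Kdm5c and -0.39 for Xist, which was -0.25 with array weights. Leaving out 1 array gave -0.07 to 0.04 for Dpy30, -2.56 to 0.12 for Eif2s3y, -0.16 to 0.02 for Kdm1a, -0.01 to 0.34 for Kdm5a, -0.03 to 0.13 for Kdm5c, -0.18 to 0.32 for Kit, -0.04 to 1.05 for Slamf1 and -1.51 to 4.07 for Xist. Among the lists, 481 values kept direction and side, 93 lost the call, 14 gained one and 12 reversed. With the label number block the calls ended for T and NK cells (adjusted p 0.851), flow cytometry markers (0.322), MYC and ribosome biogenesis (0.319), lysosome (0.226, and 0.124 above the median) and granulocyte-monocyte progenitors; for dendritic cells they ended with the methods' t-test (0.0968) and above the median (0.0536), and for plasma and mature B cells with the methods' t-test (0.117) and the replicate number block (0.0573). Inflammatory cytokines passed with the label number block (0.00689) and erythroid genes with quantile normalization (0.0493). The HSC genes, lower with an adjusted p of 0.955, were higher with an adjusted p of 0.0481 with the label number block, 0.506 with array weights, 0.908 with the methods' t-test and 0.986 with trend and robust priors. Leaving out 1 array gave an adjusted p of 0.00765 (higher, without control replicate 3) to 0.708, with 0.610 (higher) without KO replicate 1 and 0.0336 (lower) without control replicate 2; without control replicate 3 it was 0.576 with an estimated correlation and 0.138 with fry. CDK inhibitors and p53 targets were lower with fry (adjusted p 0.850). Leaving out 1 array gave an adjusted p of 0.112 to 0.983 for adhesion genes (lower without KO replicate 2, at 0.983) and of 0.279 to 0.961 for endothelial genes (lower without KO replicate 2, at 0.961, and without control replicate 2, at 0.897). For probe sets near background the signal limits how far a decrease can be seen.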

Differences from the paper's values

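The array weights, normalizations, blocks and left-out arrays named here were set before the data were examined. At over 2-fold and a p under 0.01 the paper's count of down-regulated genes is 470, and 259 probe sets were lower with limma, of which 153 name a gene. Except where each gene was counted once, the alternatives, array weights among them, also count probe sets. How the paper counted genes is not stated, so that a near value is not a match of like units and does not show the setting it used. Of the alternatives, array weights (486) came within 1.5 times of the paper's value, and the others did not: 750 with a label number block, 267 with trend and robust priors, 245 with median centring, 236 with quantile normalization, 232 above the median, 218 with a replicate number block, 149 with 1 gene symbol only, 148 with each gene counted once, 77 with the methods' t-test, 0 with adjusted p under 0.05, and 165 to 859 when 1 array was left out (859 without control replicate 3).
The paper's count of up-regulated genes is 596, and 392 probe sets were higher, of which 168 name a gene. Array weights (683), trend and robust priors (412) and quantile normalization (400) came within 1.5 times of the paper's value. The others did not: 944 with a label number block, 378 with median centring, 335 with a replicate number block, 329 above the median, 166 with each gene counted once, 151 with 1 gene symbol only, 101 with the methods' t-test, 0 with adjusted p under 0.05, and 189 to 1226 when 1 array was left out (1226 without control replicate 3).
The paper feeds its GO analysis with genes past a corrected p in limma, at which limma called 0 lower and 0 higher probe sets here (3827 and 3355 at unadjusted p under 0.05, and 0 adjusted by the methods' t-test). Settings that called any were array weights (1 lower, 2 higher), quantile normalization (2 higher), median centring (1 higher), and leaving out KO replicate 3 (3 higher) or control replicate 3 (914 lower, 1418 higher). The paper places the genes of CD34, CD16 and CD32 below a limit of fold change that it shares among its markers; Cd34 was 1.79-fold and Fcgr3 and Fcgr2b 1.51-fold higher, while Kit at 1.02-fold and Slamf1 at 1.34-fold lay below it with all arrays; the log2 fold change of Cd34, 0.84, stayed above the limit when 1 array was left out (0.61 without control replicate 2 to 1.28 without control replicate 3), and without control replicate 3 those of others were 1.05 for Slamf1, above the limit, and 0.52 for Fcgr3 and 0.47 for Fcgr2b, below it. The standard errors on the log2 scale with all arrays were 0.35 for Cd34, 0.42 for Fcgr3, 0.35 for Fcgr2b and 0.52 for Slamf1. With them, the true change of none of the 4 can be placed on either side of the limit. As a value computed from the same arrays, the 1.79-fold of Cd34 still differs from the paper's statement. The 1.51-fold of Fcgr3 and Fcgr2b lies just above the limit.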

Other observations

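Counting members adjusted over the list alone, and the tests of lists without control replicate 3 by estimated correlation and by fry, were chosen only after the result was seen. Several groups of genes did not pass camera between KO and control cells. The HSC genes had a median log2 fold change of -0.02 (adjusted p = 0.955), the adhesion and niche retention genes of -0.02 (adjusted p = 0.280) and the apoptosis genes of 0.04 (adjusted p = 0.124; 0.0199 without KO replicate 3), and limma passed 0 of their members adjusted over the list alone, where 4, 4 and 1 were lower and 1, 5 and 3 higher at an unadjusted p under 0.05. The erythroid genes had a median of -0.17 (adjusted p = 0.109 in camera, 0.0118 without KO replicate 3 and 3.48e-04 without control replicate 1), with the list member Mns1 (-1.19, standard error 0.18) lower adjusted over the list alone. They were over-represented among the lower genes (Fisher's exact test, one-sided, adjusted p = 0.0489), which rests on 2 of 31 measured genes, Mns1 among them. The inflammatory cytokines and chemokines had a median of 0.06 (adjusted p = 0.124; without control replicate 3 0.00145, lost with an estimated correlation at 0.403 and kept with fry at 0.0197), with Il12a and Tgfb1 (-0.71, standard error 0.12) lower adjusted over the list alone. The endothelial and stromal genes had a median of -0.03 (adjusted p = 0.627), and Flt1 was their only member past the test adjusted over the list alone. In control replicate 3 the HSC genes were at a median log2 difference of 0.74 from the other controls, and without it they were higher with an adjusted p of 0.00765 in camera, which was lost with an estimated correlation (adjusted p = 0.576) and with fry (0.138); without control replicate 2 they were lower (adjusted p = 0.0336).
Sex-linked genes varied between the arrays of both groups. Xist had a log2 signal of 15.78, 16.65 and 7.01 in KO and 16.45, 7.13 and 12.86 in control replicates 1 to 3, and the Y-linked Eif2s3y of 10.39, 5.81 and 11.17 in KO and 9.40, 11.19 and 11.38 in control. The Y-linked Kdm5d had a log2 fold change of -1.98 (adjusted p = 0.380; -1.21 without KO replicate 2) and Uty of -1.50 (adjusted p = 0.612; -0.57 without KO replicate 2, -2.23 without KO replicate 3, -2.09 without control replicate 1), and the list had an adjusted p of 0.185 in camera.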
